# An injury-induced serotonergic neuron subpopulation contributes to axon regrowth and function restoration after spinal cord injury in zebrafish

**DOI:** 10.1038/s41467-021-27419-w

**Published:** 2021-12-07

**Authors:** Chun-Xiao Huang, Yacong Zhao, Jie Mao, Zhen Wang, Lulu Xu, Jianwei Cheng, Na N. Guan, Jianren Song

**Keywords:** Spinal cord injury, Spinal cord, Cellular neuroscience, Molecular neuroscience

## Abstract

Spinal cord injury (SCI) interrupts long-projecting descending spinal neurons and disrupts the spinal central pattern generator (CPG) that controls locomotion. The intrinsic mechanisms underlying re-wiring of spinal neural circuits and recovery of locomotion after SCI are unclear. Zebrafish shows axonal regeneration and functional recovery after SCI making it a robust model to study mechanisms of regeneration. Here, we use a two-cut SCI model to investigate whether recovery of locomotion can occur independently of supraspinal connections. Using this injury model, we show that injury induces the localization of a specialized group of intraspinal serotonergic neurons (ISNs), with distinctive molecular and cellular properties, at the injury site. This subpopulation of ISNs have hyperactive terminal varicosities constantly releasing serotonin activating 5-HT_1B_ receptors, resulting in axonal regrowth of spinal interneurons. Axon regrowth of excitatory interneurons is more pronounced compared to inhibitory interneurons. Knock-out of *htr1b* prevents axon regrowth of spinal excitatory interneurons, negatively affecting coordination of rostral-caudal body movements and restoration of locomotor function. On the other hand, treatment with 5-HT_1B_ receptor agonizts promotes functional recovery following SCI. In summary, our data show an intraspinal mechanism where a subpopulation of ISNs stimulates axonal regrowth resulting in improved recovery of locomotor functions following SCI in zebrafish.

## Abstract (web summary)

The mechanisms involved in regeneration of the spinal cord after injury are unclear. Here, the authors show that a subpopulation of intraspinal serotonergic neurons localized at the injury site stimulates axonal regrowth of interneurons via 5-HT1B receptor, resulting in recovery of function following SCI in zebrafish.

## Introduction

Locomotor behaviors are generated by descending motor commands from brain locomotor regions activating a spinal central pattern generator (CPG)^1–3^. The long axons of neurons from the descending brain locomotor nuclei synapse with spinal local neurons and are considered to be the primary excitatory drive of the spinal CPG^4–6^. Appropriate locomotor parameters are determined by the interplay of synaptic connections between excitatory and inhibitory interneurons in spinal CPG^1,2,7,8^. Recruitment of spinal glutamatergic interneurons, which project over many spinal segments, can generate locomotion^8–11^, set locomotor patterns^12–15^ and coordinate the body’s rostral–caudal movement^5,16^. Spinal cord injury (SCI) causes locomotor dysfunction by severing the supraspinal connections as well as disrupting the neuronal network in spinal CPG^17,18^. Restoration of accurate locomotion requires reestablishment of neural circuits in spinal CPG^19^. The paucity of regrowth of injured axons in the adult mammalian central nervous system (CNS) is a major hurdle in understanding the intrinsic mechanisms that promote appropriate axon regrowth. The ready regeneration of adult zebrafish CNS^20–22^ and repair of spinal circuits^23^ after injury allows one to explore the intrinsic mechanisms governing axon regrowth of spinal CPG interneurons and the reconnection of local CPGs after spinal transection.

In vertebrates, serotonin is a critical neurotransmitter synthesized and released by serotonergic neurons in the ventral raphe nucleus^24^ and spinal cord^25^ that modulates intrinsic properties of neurons^26,27^, synaptic plasticity^28,29^, and locomotor outputs^26,30^. Several lines of evidence suggest that spinal serotonergic signals promote the recovery of locomotion after SCI^27,31–33^. Increased descending serotonergic innervation rostral to the injury site has been observed and regrowth of serotonergic fibers caudal to the site of injury correlated well with recovery of locomotor function after SCI^31,34,35^. In zebrafish, marked injury-induced regeneration of intraspinal serotonergic neurons (ISNs) around the lesion sites that occurred via shh signaling and preceded recovery of locomotor function has been reported^34^. The emergence of ISNs has also been reported in the turtle after SCI^36^. While the molecular and cellular diversity of serotonergic neurons under physiological conditions is well-known^37^, it is not clear whether the regenerated ISNs form a specialized subpopulation that is preferentially activated to initiate and maintain the repair and recovery process. Administration of exogenous serotonin or serotonin reuptake inhibitors facilitated recovery of locomotor function after SCI by promoting motor neuron regeneration in zebrafish^38^ and modulating intrinsic electrophysiological properties of neurons in mammals^29,33,39^. The complexity of 5-HT receptors combined with the lack of selective drugs have hindered our understanding of how serotonin promotes axon regrowth and spinal neural circuit reestablishment after spinal injuries. Recent advances in the field of genetic engineering make genetic manipulation of 5-HT receptor subtypes a more effective approach to identify their specific roles in promoting axon regrowth of different CPG interneurons after SCI.

In the present study, we used zebrafish to investigate the neural intrinsic mechanisms promoting axon regrowth of spinal CPG interneurons after spinal cord transection. We identified a specialized subpopulation of injury-induced ISNs that congregated around and along the injury site. Chemogenetic ablation of this subpopulation in a two-cut injury model, which removed brain-descending influences, revealed that this specialized subpopulation was indispensable for promoting axon regrowth of spinal interneurons and restoration of locomotor function. Using a combination of electrophysiological, functional imaging, liquid chromatography–mass spectrometry (LC–MS) and RNA sequencing techniques, we found that the injury-induced ISNs possess distinct intrinsic properties, release serotonin constantly from hyperactive terminal varicosities and express unique transcription factors compared with ISNs located in distant spinal segments. We confirmed by knockout of different 5-HT receptor subtypes and pharmacological agents that these injury-induced ISNs specifically activate 5-HT_1B_ receptors and thus promote axon regrowth of glutamatergic interneurons in spinal CPG. The whole event results in reorganization of spinal circuit after SCI. In summary, we describe an injury-induced subpopulation of ISNs releasing serotonin that promote axon regrowth of spinal excitatory interneurons and reestablishment of spinal CPG by acting specifically on the 5-HT_1B_ receptor subtype. The serotonergic subpopulation may be amenable to cell transplantation therapy and the 5-HT_1B_ receptor is a good candidate target for treatment after SCI.

## Results

### Aggregation of regenerated ISNs positively correlated with axon regrowth and recovery of locomotor function after SCI

In juvenile/adult zebrafish, the completely transected spinal segments regenerated, gradually joined up and had recovered to the size of a normal spine after about 8 weeks post injury^34^ (Fig. 1a, b; Supplementary Fig. 1a, d). First, we characterized the dynamic changes in the number of ISNs at the injury site during the recovery process using SCI animals of the *Tg(tph2: GFP)* line, in which more than 97% GFP^+^ neurons were labeled by anti-serotonin antibodies (Supplementary Fig. 1b)^40^. In zebrafish, the ISNs population reaches morphological and functional maturity at 4 days post fertilization^25,41^ and in the current study, the soma number and distribution of ISNs stayed constant up to four months of age (Supplementary Fig. 1c). We found congregation of the soma of ISNs towards and along the margins of regenerating spinal segments in response to injury (Fig. 1b). The number of ISNs at the injury sites decreased 1 week post injury (Supplementary Fig. 1d), then increased dramatically and reached a plateau 4 weeks post injury (Fig. 1b). We next evaluated locomotor function. Free-swimming speed and maximum speed of forced-swimming recovered gradually in these SCI animals being 50% at 6 weeks and more than 70% at 8 weeks post injury (Fig. 1c, d). Electrophysiological recordings showed that restoration of locomotor function was accompanied by recovery of the normal time lag of rostro–caudal (R–C) signal propagation, which is a measure of the regrowth of severed axons of spinal interneurons across the injury site into caudal segments (Fig. 1e). In the uninjured animals, the R–C time lag of locomotor bursts between L4 and L25 spinal segments decreased with increased swimming frequency (Fig. 1e), showing the appropriate signal propagation for R–C body coordination (Fig. 1f gray dots)^10,42^. At 1 week post injury, when the transected spinal segments were still separate (Supplementary Fig. 1a, d, f), no locomotor signal propagation was recorded in segments caudal to the injury sites (Fig. 1e). By 2 weeks post injury, the SCI animals could generate R–C body coordination and locomotor patterns (Fig. 1e). The time lag was more pronounced in zebrafish at 2 weeks post injury (Fig. 1f blue dots), and was similar to that in uninjured fish at 8 weeks post injury (Fig. 1f purple dots), indicating substantial axon regrowth of spinal interneurons across the injury site into the caudal spinal segments and reestablishment of spinal CPG during the recovery process^2,7,10,43,44^. We quantified the extent of axon-regrown spinal interneurons along the recovery time by retrograde injection of rhodamine dextran (RD) into the spinal cord two segments caudal to the injury site (Fig. 1g, Supplementary Fig. 1e) in the expectation that if the severed axon of interneurons regrew across the injury sites, the soma of these neurons would be retrogradely labeled. When the transected spinal tissues were still separated, no retrograde labeling was observed (Supplementary Fig. 1f). Both the number of retrogradely labeled spinal interneurons and density of regrown axons at the injury site increased significantly during the period from 2 to 8 weeks post injury (Fig. 1h). Taken together, these data suggest that after SCI the restoration of well-coordinated locomotor activity relies on reconnection of two disconnected spinal CPGs by regrowth of axons arising from rostrally located spinal interneurons. Our data show that the dynamic increase in injury-induced ISNs correlated with the number of spinal interneurons that regrew across the injury site, their density and the restoration of locomotor function during recovery (Fig. 1i).

**Fig. 1:**
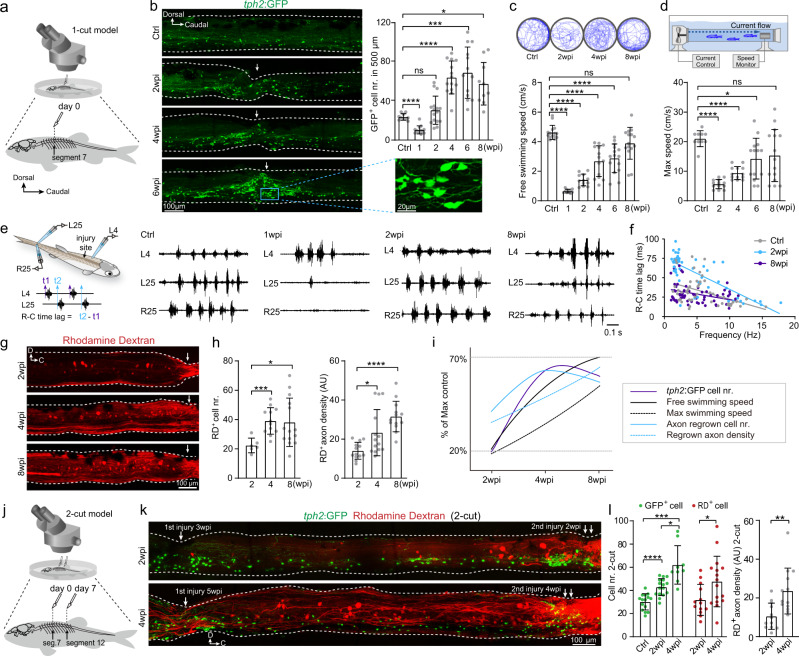
Injury-induced regeneration of intraspinal serotonergic neurons (ISNs) is positively correlated with locomotion recovery. **a** Illustration of adult zebrafish one-cut spinal cord injury (SCI) model with a complete transection at the seventh segment. **b** (left) Immunohistochemistry images show GFP^+^ ISNs distribution in the lateral view of whole-mount spinal cord in uninjured (Ctrl) and SCI fish. Injury sites are indicated by white arrows. The GFP^+^ ISNs within the injury site in the blue box is enlarged. (right) Quantification of GFP^+^ ISNs numbers in the 500 μm long spinal cord covering the injury site. **c** Five minutes free-swimming traces recorded by camera in the 9 mm open dish, and quantification of free-swimming speed of uninjured and SCI animals. **d** Illustration of a forced-swimming setup, and quantification of maximum water velocity at which uninjured and SCI fish reached exhaustion. **e** Illustration of the multi-channel electromyogram (EMG). Typical EMG traces recorded from uninjured and SCI animals for the same duration were shown. **f** Plots of R–C time lag versus swimming frequency for each swimming cycle in uninjured and SCI animals. *N* = 4 fish in each group. **g** Images show rhodamine dextran (RD) retrograde labeling of spinal interneurons with axon regrowing over injury site after SCI. **h** Quantification of retrogradely labeled spinal interneuron numbers in the 2–4 segments rostral to the injury site and regrown axon density for semispinal thickness laterally. **i** Correlation analysis shows the relationship of GFP^+^ ISNs numbers in the injury site, the free and maximum swimming speeds, axon-regrown spinal interneuron numbers, and regrown axon density after SCI. y-Axis represent the percentage of maximum value. **j** Illustration of adult zebrafish 2-cut SCI model with a second complete transection at the 12th segment. **k** Immunohistochemistry images show GFP^+^ ISNs distribution and RD retrograde labeling in two-cut SCI model. **l** Quantification of GFP^+^ ISNs numbers at the second injury site, RD^+^ retrogradely labeled axon-regrown spinal interneuron numbers and regrown axon density rostral to the secondary injury site. All data are presented as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, significant difference. For detailed statistics, see Supplementary Table 1.

After SCI, the supraspinal serotonergic projections are removed. Limited regrowth of descending serotonergic axons and density of terminal varicosities after SCI have been reported previously in zebrafish^34^, indicating that prelesion patterns of innervation are not easily restored. To clarify whether the injury-induced ISNs could independently promote locomotion recovery in the absence of descending serotonergic modulation, we used a two-cut SCI model by inducing a second complete transection caudally remote from the previous injury site on an established (one-cut) SCI model to evaluate the effect of ISNs at the second injury site (Supplementary Fig. 1g). There was a decrease of more than 90% in serotonergic axon density at 1 week post injury in the region five segments caudal to the injury site (segment 12) of one-cut SCI animals. In the same animals, axon density at two segments rostral to the injury site (segment 5) was similar to that at the uninjured level (Supplementary Fig. 1h). Hence, the second spinal transection was performed at 1 week post SCI at the region five segments caudal to the initial injury site in 1-cut SCI animals (Fig. 1j, Supplementary Fig. 1g). In the 2-cut SCI model, the soma of ISNs also congregated around and along the margin of the second injury site and their numbers were similar to those found at the wound site in 1-cut SCI animals (Fig. 1b, k, l), suggesting that the generation of ISNs is a pure intraspinal response to SCI. To investigate whether these injury-induced ISNs in 1- and 2-cut animals are newly regenerated, we injected EdU intraperitoneally in SCI animals of *Tg(tph2:GFP)* line daily from 1 to 7 days post injury (Supplementary Fig. 1i). This labeled 41.5 ± 8.7 and 15.6 ± 6.2 GFP^+^/EdU^+^ neurons at the injury site 2 weeks post injury in the 1-cut and 2-cut model, respectively. Double-labeled neurons were significantly fewer in distal spinal segments and were undetectable in spinal segments of uninjured animals (Supplementary Fig. 1i), suggesting a spatial confinement of reactive ISNs regeneration. These findings agree with the results of previous studies, which showed that blocking the serotonin signal did not affect regeneration of ISNs^34,38^. Importantly, associated with the increase of injury-induced ISNs, injection of retrograde tracer revealed that spinal interneurons with axon regrowth across the second injury site were also significantly increased from 2 to 4 weeks post injury (Fig. 1k, l) in the 2-cut SCI animals which precludes descending serotonergic innervation. Locomotion also recovered from 2 to 4 weeks post injury. Maximum swim speed increased from 7.00 ± 4.69 cm/s (*n* = 10) to 9.75 ± 3.53 cm/s (*n* = 5) (*P* = 0.089, unpaired *t* test) and free swim speed increased from 1.68 ± 1.51 cm/s (*n* = 5) to 2.28 ± 1.19 cm/s (*n* = 10) (*P* = 0.058, unpaired *t* test). Thus, we found that the injury-induced regeneration of ISNs is positively associated with axon regrowth of long-projecting spinal interneurons and reconnection of transected neural circuits. This modulation of spinal interneuron axon regrowth was achieved predominantly through intraspinal mechanisms without the contribution from descending serotonergic axons.

### Chemogenetic ablation of injury-induced ISNs impaired axon regrowth and locomotion recovery

To determine whether the injury-induced ISNs were indispensable for axon regrowth and recovery of locomotor function after SCI, we used a *Tg(tph2:Gal4;UAS:nfsB-mCherry)* transgenic line in which the mCherry^+^ serotonergic neurons could be specifically ablated by metronidazole (MTZ) treatment. In this transgenic line, mCherry labeled about ~50% of the spinal serotonergic neurons and 98% of all mCherry^+^ neurons contained serotonin (Supplementary Fig. 1j). MTZ treatment (Fig. 2a) significantly reduced mCherry^+^ ISNs in the injury site at 2 and 4 weeks post injury (Fig. 2b, c). Compared to *Tg(tph2:Gal4;UAS:nfsB-mCherry)* SCI fish without MTZ treatment, we found a greatly reduced numbers of axon-regrown spinal interneurons (Fig. 2f) and density of regrown axons (Fig. 2g) at injury sites as well as a significantly impaired recovery of locomotor function in fish treated with MTZ (Fig. 2d, e). MTZ injection was reported to increase the production of serotonin in the rat brain^45^. To investigate the effect of MTZ alone, we used a *Tg(tph2:Gal4;UAS:mCherry)* line as control, in which MTZ treatment will not cause cell ablation. The results showed that axon regrowth and locomotion recovery in *Tg(tph2:Gal4;UAS:mCherry)* SCI fish were unaffected by MTZ treatment (Supplementary Fig. 1k). To specifically demonstrate that the observed effect was not induced by global ablation of descending serotonergic projections, we also did the MTZ treatment in the 2-cut SCI model (Fig. 1j, Supplementary Fig. 1g). ISNs at the second injury site were ablated by MTZ treatment (Fig. 2h, i) which impaired both locomotion recovery (Fig. 2j, k) and axon regrowth (Fig. 2l, m) in the 2-cut SCI fish. These results confirmed that the injury-induced ISNs can independently promote axon regrowth of long-projecting spinal interneurons, circuitry reestablishment and locomotor restoration in the absence of descending serotonergic modulation.

**Fig. 2:**
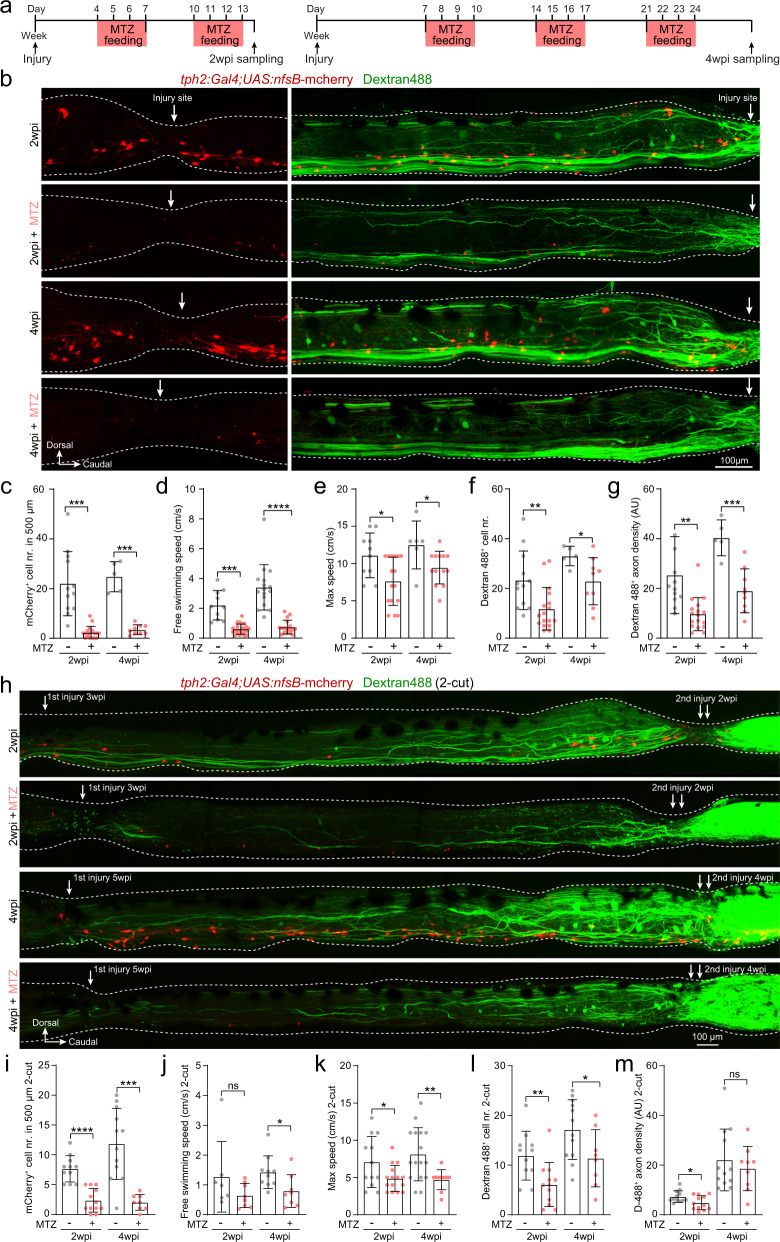
Injury-induced ISNs are indispensable for axon regrowth and locomotion recovery. **a** Metronidazole (MTZ) treatment protocols used to genetically ablate mCherry^+^ ISNs after SCI using *Tg(tph2:Gal4;UAS:nfsB-mCherry)* line. **b** Immunohistochemistry images show the distribution of mCherry^+^ ISNs and Dextran 488^+^ retrogradely labeled axon-regrown spinal interneurons in 1-cut SCI fish with/without MTZ treatment. Injury sites are indicated by white arrows. **c**–**g** Ablation of ISNs by MTZ treatment prevents axon regrowth and locomotion recovery after SCI. Quantification of mCherry^+^ ISNs numbers in the region of 500 μm around the injury site (**c**); free-swimming speed (**d**); maximum swimming speed (**e**); retrogradely labeled axon-regrown spinal interneuron numbers (**f**) and regrown axon density (**g**) after SCI with/without MTZ treatment. **h** Immunohistochemistry images show the distribution of mCherry^+^ ISNs and Dextran 488^+^ retrogradely labeled axon-regrown spinal interneurons in two-cut SCI fish with/without MTZ treatment after the second injury. **i**–**m** Effect of ISNs ablation in 2-cut SCI model. Mean data of mCherry^+^ ISNs numbers in a 500 μm region covering the secondary injury site (**i**); free-swimming speed (**j**); maximum speed (**k**); retrogradely labeled axon-regrown spinal interneuron numbers (**l**) and regrown axon density (**m**) after the second injury with/without MTZ treatment. All data are presented as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, significant difference. For detailed statistics, see Supplementary Table 1.

### Injury-induced ISNs constitute a molecularly distinct subpopulation constantly releasing serotonin

We performed whole-cell patch-clamp recording in GFP^+^ neurons of the *Tg(tph2: GFP)* line to examine neuronal properties of injury-induced ISNs (Supplementary Fig. 2a). Suprathreshold positive current injection into ISNs at the injury segment triggered action potentials, confirming that they were mature neurons (Supplementary Fig. 2b, c) albeit with highly diverse morphologies (Supplementary Fig. 2d). To further investigate if the regenerated ISNs in the injury segment were functionally different to those ISNs located in the distal segments, we made extracellular recording of the spike activity of the two ISN populations. In the SCI animals at the injured segment level, ISNs displayed spontaneous TTX-sensitive action potentials (Fig. 3a, b) with a mean spike frequency of 5.74 ± 0.98 Hz (Fig. 3c, d purple) at 6–8 weeks post injury, while the spontaneous spike activity of those ones in distal segments of the same animals was much lower being 1.56 ± 0.34 Hz (Fig. 3c, d green). Next, we used two-photon confocal microscopy to examine the Ca^2+^ homeostasis in the soma and terminal varicosities of ISNs at both the level of the SCI and segments distal to the injury site in SCI animals of the *Tg(tph2:Gal4;UAS:GCaMP6)* line (Fig. 3e). Ca^2+^ oscillations in the injury-induced ISNs soma (Fig. 3f upper panel; Supplementary Fig. 2e) and varicosities (Fig. 3g upper panel; Supplementary Fig. 2f) displayed significantly higher frequency and larger amplitude than those in distal spinal segments of either injured animals (Fig. 3f–h) or the corresponding segments of non-injured animals (Supplementary Fig. 2g). Furthermore, these data suggest that the injury-induced ISNs are a subpopulation that is absent in the distal spinal segments of SCI animals or spinal segments of uninjured animals. The hyperactivity of Ca^2+^ oscillations in terminal varicosities of injury-induced ISNs suggests that these neurons constantly release serotonin from the terminals. Together, the electrophysiological and Ca^2+^ imaging data indicate that the ISNs regenerated at injury site and those located away from the injury site are functionally distinct subpopulations.

**Fig. 3:**
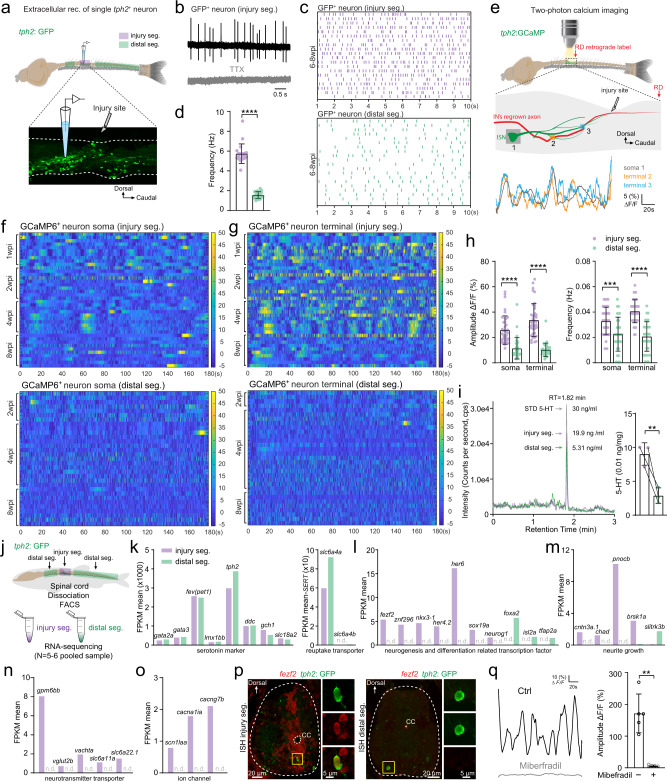
Injury-induced ISNs form a functionally distinct subpopulation actively releasing serotonin that acts on regrowing axons. **a** Illustration of the in vitro spinal cord preparation for extracellular recording of the single GFP^+^ ISN in the injury segment (purple) and distal segments (green). **b** Representative extracellular recording trace of a single injury-induced GFP^+^ ISN spontaneous firing in the absence (upper) or presence (lower) of 1 µM TTX. **c**, **d** Raster plots (**c**) and quantification (**d**) of the spontaneous firing frequency of GFP^+^ ISNs in the injury segment and distal segments within 10 s. **e** Two-photon calcium imaging is used to examine the Ca^2+^ homeostasis (top) in in vitro spinal cord preparation. Typical examples of Ca^2+^ changes (bottom) are recorded in the GCaMP6^+^ ISN soma (gray) and two terminal varicosities (orange and blue) around the interneuron’s regrown axon at the injury site (middle). **f**, **g** Heatmaps showing Ca^2+^ oscillations during 3 min of GCaMP6^+^ ISNs soma in the injury segment (**f** upper) and distal segments (**f** lower), and GCaMP6^+^ ISNs terminal in the injury segment (**g** upper) and distal segments (**g** lower). **h** Quantification of Ca^2+^ oscillations amplitude and frequency of GCaMP6^+^ ISNs soma and terminal in the injury segment and distal segments. **i** (left) Representative LC–MS chromatograms showing retention time of standard serotonin (gray), extracellular fluid samples from injury segments (purple) and distal segments (green). (right) Quantification of serotonin released extracellularly per unit spinal cord tissue. **j** Sampling of GFP^+^ ISNs from the injury segment and distal segments of the same SCI animal for FAC-sorting and bulk RNA-seq. **k**–**o** Mean FPKM values of common serotonin markers and reuptake transporter genes (**k**); differentially expressed (*P* value < 0.05) neurogenesis and neuron differentiation related transcription factors (**l**); neurite growth related genes (**m**); neurotransmitter transporter related genes (**n**); ion channel genes including calcium channel gene *cacna1ia* (voltage-dependent t-type calcium channel) (**o**) in GFP^+^ ISNs from the injury segment and distal segments. n.d. denotes not detected. **p** In situ hybridization (ISH) for *fezf2* combining staining for GFP on cross sections of the injury and distal spinal segment, representing results from three independent experiments. Expanded images indicated by yellow boxes showing co-labeled cells. **q** Representative traces and mean amplitude of the robust Ca^2+^ activity in GCaMP6^*+*^ ISNs terminal in the injury segment in the absence (black) and presence (gray) of Calcium channel blocker miberfradil (3 µM). All data are presented as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, significant difference. For detailed statistics, see Supplementary Table 1.

We characterized the neurochemical profile of ISNs in the injured and distal segments. First, we used LC–MS analysis to determine if hyperactive regenerated ISNs at the SCI site released more serotonin than their counterparts in distal segments away from the injury site. The released serotonin concentration measured in the perfusate from the injury segments was significantly higher than in that from the distal segments (Fig. 3i). Second, staining with anti-Glutamate, anti-GABA and anti-ChAT in *Tg(tph2:GFP)* fish at 4 weeks post injury showed that at the injury segment, about 6% *tph2:*GFP^*+*^ neurons were positive for anti-Glutamate, 6% *tph2:*GFP^*+*^ neurons were positive for anti-GABA, and almost none of these *tph2:*GFP^*+*^ neurons stained for anti-ChAT (Supplementary Fig. 2h–j). These data suggest that serotonin is the predominant neurotransmitter released by regenerated ISNs having hyperactive electrophysiological properties and facilitates axonal regrowth and circuit reestablishment. Interestingly, we observed that the injury-induced ISNs project massive axons enwrapping and intertwining with axon of spinal interneurons labeled by RD (Supplementary Fig. 2k, l). This spatial arrangement can be speculated to maintain an elevated concentration of released serotonin around the regrowing axon of spinal interneurons at the injury sites.

The functionally distinct subpopulation of injury-induced ISNs was also embodied by their molecular signature. We analyzed the transcriptome profiles based on RNA-seq data of FAC-sorted ISNs, isolated from either the injury segment (Fig. 3j purple) or the distal segments (Fig. 3j green) of the same preparations at 6 to 8 weeks post injury. The two subpopulations of ISNs shared common serotonergic ID genes for synthesis and transport (Fig. 3k)^37,46^. A large number of transcription factors related to neurogenesis and neuron differentiation were expressed in an all or none fashion in the injury-induced ISNs and the ISNs in the distal segments (Fig. 3l). Interestingly, genes related to neurite growth, such as Prepronociceptin gene (*pnocb*)^47,48^, were overexpressed in the injury-induced ISN subpopulation (Fig. 3m; Supplementary Fig. 2m), implying increased remodeling of these ISNs while the postsynaptic adhesion molecule Slitrk3 (*slitrik3b*) which selectively regulates inhibitory synapse development^49^ was downregulated (Fig. 3m), implying a reduction in inhibitory input. Further evidence of the transcriptomic separation of these two ISN subpopulations is seen in the expression of genes related to neurotransmitter transporters and ion channels (Fig. 3n, o). The hyperactivity displayed by terminal varicosities of the injury-induced ISNs likely reflects the increased expression of *scn1laa*, a voltage-gated sodium channel gene and *cacna1ia*, a T-type calcium channel gene compared to those ISNs located distal to the injury site (Fig. 3o). We also performed in situ in hybridization in *Tg(tph2: GFP)* fish at 4 weeks post injury. Four genes (*fezf2*, *her6*, *neurog1*, *pnocb*) were confirmed to be specifically expressed in the injury-induced ISNs, but not in ISNs in distal segments (Fig. 3p; Supplementary Fig. 2m). As a functional validation of the RNA-sequencing result, we used two-photon microscopy to monitor Ca^2+^ dynamics in the presence of miberfradil (3 µM), a T-type Ca^2+^ channel blocker, at the varicosities of injury-induced ISNs (Fig. 3e). The Ca^2+^ oscillations at the varicosities of injury-induced ISNs were largely blocked by miberfradil (Fig. 3q) suggesting that upregulation of T-type calcium channel gene underlies the hyperactivity of ISNs.

In summary, the injury-induced ISNs form a functionally distinct subpopulation with a unique genetic profile that release serotonin constantly which in turn facilitates the axon regrowth of spinal interneurons and reestablishment of locomotor neural circuits.

### Serotonin facilitated axon regrowth of spinal glutamatergic interneurons via the 5-HT_1B_ subtype

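Bulk RNA-seq was used to measure the transcripts of spinal cord tissue in 10 groups, which were 5 segments rostral and 5 segments caudal to the injury site from uninjured fish and from fish at 1, 2, 4, and 6 weeks post injury (wpi). The paper gives 3 fish for each group and states that the libraries were made from pooled samples. It does not state whether each library pools its own 3 fish or the libraries of a group come from the same 3 fish. The spreads and n given here therefore describe libraries, which may not be independent fish. Each group had 5 libraries, except caudal 6 wpi, which had 4 (replicate 4 of this group was not analysed here), so that 49 libraries were used. The authors deposited FPKM values (fragments on a gene, relative to its length and to the depth of the library) for 40085 genes, with the chromosome, start, end, strand and length of each. The paper states RNA extraction, Illumina sequencing and DESeq2 for the tissue libraries. It names Hisat2 and a calculation of FPKM from gene length and read count for the sorted neurons, and its text does not name an aligner, a genome build or an annotation for the tissue. The files do not pair the Ensembl identifiers with gene names. The gene list used here holds no Ensembl identifiers, so its match with 0 of the 40085 was certain in advance. Genes are therefore given by identifier only.
FPKM multiplied by gene length was a whole multiple of a single step in 100% of the values of every library, and the fragments on each gene were recovered from these steps. The fragments on genes ranged from 4359571 to 26940599 per library with a median of 19801039. The median per group was 19110043 (range 13135511 to 26940599) in rostral control, 21267789 (4359571 to 25035052) at rostral 1 wpi, 21671284 (15506751 to 26711940) at rostral 2 wpi, 20834245 (13781804 to 23960119) at rostral 4 wpi and 16098610 (12289561 to 22669333) at rostral 6 wpi. In caudal segments it was 17509066 (12658925 to 26055184) in control, 21886371 (12767796 to 26161299) at 1 wpi, 19801039 (11474117 to 24972692) at 2 wpi, 21495674 (11159235 to 25999589) at 4 wpi and 13353115 (11514156 to 22612869) at 6 wpi. The total by which the FPKM of each library had been divided followed a median-of-ratios size factor (the ratio of both had a coefficient of variation of 0.35% across libraries) more closely than the fragments on genes (23.0%), so the values carry a size factor scaling in place of a scaling by library total. Mitochondrial genes took from 9.25% to 33.4% of the fragments of a library.

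**Figure D1:**
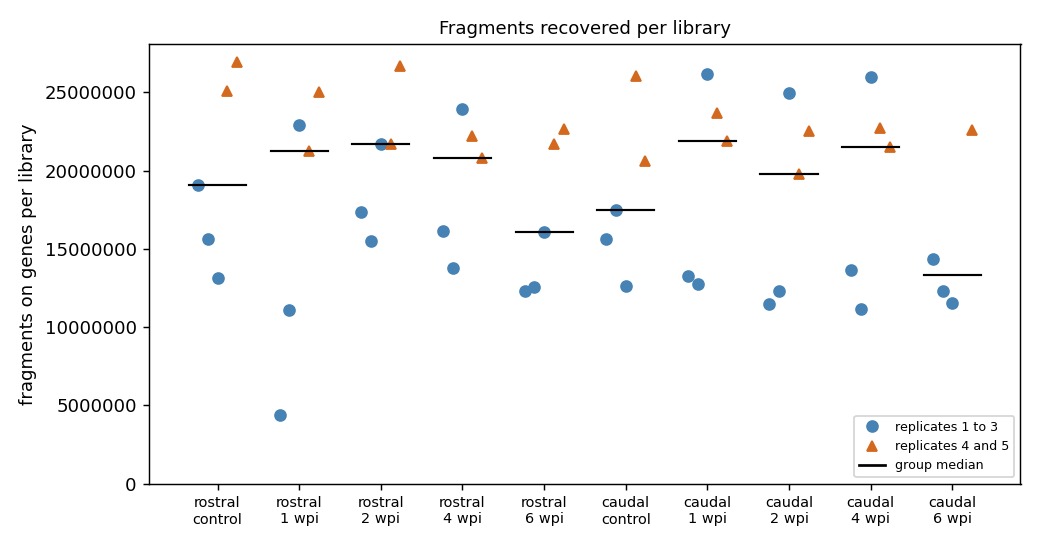
Fragments on genes (vertical axis) for each of the 49 libraries, by group (horizontal axis), with circles for replicates 1 to 3, triangles for replicates 4 and 5, and a line at the group median. Rostral 1 wpi replicate 1 has the fewest, 4359571.

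The values were compared on the scale log2(FPKM + 0.1), which understates the change of low genes, for genes with a mean FPKM of at least 0.1 in the libraries compared. Groups were compared in pairs with limma (linear model with moderated variance, two-sided, Benjamini-Hochberg adjustment), without and with the replicate number as a block. The highest correlation between any pair of libraries was 0.977, so no library was treated as a repeat of another.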

To determine the serotonergic receptor subtypes mediating axon regrowth of spinal interneurons, we collected spinal cord tissue from five segments rostral and five segments caudal to the injury site in both uninjured and SCI fish at 1, 2, 4, and 6 weeks post injury for RNA-seq (Fig. 4a). Serotonergic system genes (transcription factors involved in serotonin neuronal differentiation, serotonin synthesis/transporter/receptor) were differentially expressed during recovery from SCI (Fig. 4b). Expression of *htr1b*, *htr2b*, and *htr7c* was depressed at 1 week post injury, then increased and returned to control levels at 6 weeks post injury (Fig. 4b; Supplementary Fig. 3a). In order to clarify the roles of these three receptor genes in axon regrowth of spinal interneurons, we generated *htr1b*, *htr2b*, and *htr7c* mutant animals using CRISPR/Cas9 technology. The target sites were located in exon 1. The mutation was predicated to cause a frameshift indel and produced a truncated short peptide with a damaged seven-transmembrane G protein-coupled receptor domain (Supplementary Fig. 3b–d). These mutant animals are viable and adults swim normally. The mRNA levels of *htr1b*, *htr2b*, and *htr7c* were significantly reduced in mutant animals, suggesting the nonsense-mediated decay of mutant mRNAs (Supplementary Fig. 3b–d). In the recovery period after SCI, *htr1b*^−/−^ animals had impaired locomotor function, poor rostral-caudal body coordination, markedly reduced numbers of axon-regrown spinal interneurons and decreased density of regrown axons at the injury sites (Fig. 4c, d; Supplementary Video). The reduced number of retrogradely labeled spinal interneurons was not due to decreased injury-induced neuronal regeneration after *htr1b* knockout (Supplementary Fig. 3e), revealing a specific effect of *htr1b* receptor on axon regrowth. In the *htr2b*^−/−^ and *htr7c*^−/−^ animals, axon regrowth and restoration of locomotor function after SCI were similar to that seen in wild-type animals (Supplementary Fig 3f). In a separate series of experiments, daily treatment of SCI *Tg(tph2:GFP)* fish from 3 days until 4 weeks post injury with 0.1 μM CP 93129 dihydrochloride, a selective 5-HT_1B_ agonist, significantly accelerated the recovery process without altering the ISNs number (Supplementary Fig. 3g).

**Fig. 4:**
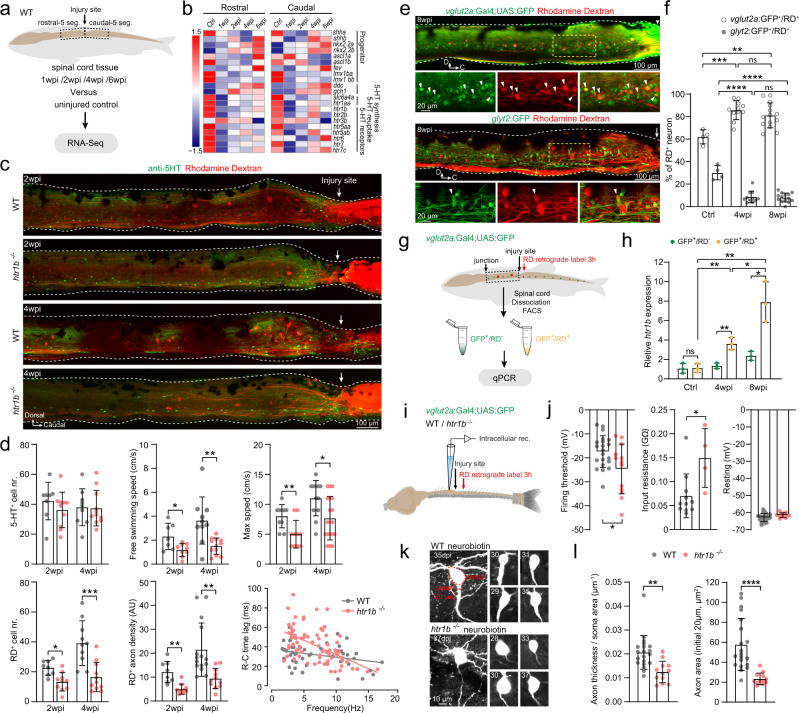
Serotonin facilitates axon regrowth of spinal interneurons via 5-HT_1B_ receptor. **a** Collection of five spinal segments rostral or caudal to the injury site from wild-type (WT) SCI fish and corresponding segments from uninjured fish (*n* = 3 fish for each group) for RNA-seq (*N* = 4–5 libraries in each group). **b** Heatmap of mean FPKM values showing differentially expressed serotonin related genes after SCI. Differential expression analysis was performed between two groups (Ctrl versus 1-/2-/4-/6 wpi) using the DESeq2 (adjusted *P*-value < 0.05 after Benjamini and Hochberg’s approach). **c** Immunohistochemistry images show the distribution of 5-HT^+^ ISNs and RD^+^ retrogradely labeled axon-regrown spinal interneurons in WT and *htr1b*^−/−^ SCI fish. **d** Quantification of WT (gray dots) and *htr1b*^−/−^ (red dots) SCI fish ISNs numbers in the region of 500 μm covering the injury site; free swimming speed; maximum speed; axon-regrown spinal interneuron numbers; regrown axon density and EMG recording of R–C time lag versus swimming frequency. **e** Immunohistochemistry images show the RD^+^ retrogradely labeled axon-regrown spinal interneurons in *Tg(vglut2a:Gal4;UAS:GFP)* (upper) and *Tg(glyt2:GFP)* (lower) SCI fish. Expanded images of yellow dash-line boxes show RD co-labeling with *vlgut2a*:GFP or *glyt2*:GFP (arrowheads) indicating axon-regrown excitatory or inhibitory interneurons. **f** Number of axon-regrown excitatory and inhibitory interneurons expressed as a percentage of RD^+^ neuron numbers after SCI, and comparison with the proportions of uninjured fish. **g**, **h** FAC-sorting of axon-regrown excitatory interneurons (*vglut2a*:GFP^+^/RD^+^) and non-labeled excitatory interneurons (*vglut2a*:GFP^+^/RD^−^) from uninjured and SCI fish (**g**) for detection of relative *htr1b* expression (**h**). **i** Illustration of the in vitro spinal cord preparation for whole-cell patch-clamp recording. **j** Mean data of electrophysiological properties of axon-regrown excitatory interneurons in SCI fish with WT and *htr1b*^−/−^ background. **k** Morphology of recorded axon-regrown excitatory interneurons filled with neurobiotin. Soma size (red dashed lines), the initial 20 μm length and thickness of axon (red line) are highlighted in top left image and used for morphology analysis. **l** Quantification of axon size of recorded axon-regrown excitatory interneurons. All data are presented as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, significant difference. For detailed statistics, see Supplementary Table 1.

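The counts of differentially expressed genes (adjusted p-value under 0.05 from limma on log2(FPKM + 0.1)) were as follows for each comparison with uninjured control. In rostral segments, 2767 of 28174 genes tested differed at 1 wpi (1781 higher and 986 lower), 4249 of 28063 at 2 wpi (2527 higher and 1722 lower), 1825 of 28420 at 4 wpi (1420 higher and 405 lower) and 1207 of 28327 at 6 wpi (974 higher and 233 lower). In caudal segments, 3712 of 28212 genes differed at 1 wpi (2151 higher and 1561 lower), 1806 of 28392 at 2 wpi (1269 higher and 537 lower), 391 of 28323 at 4 wpi (327 higher and 64 lower) and 131 of 28416 at 6 wpi (98 higher and 33 lower). Before adjustment, from 3173 genes (caudal 6 wpi) to 8610 genes (rostral 2 wpi) had a p-value under 0.05, where chance gives from 1403 to 1421.
Same-numbered libraries of different time points deviated together from their group means. The mean correlation of these deviations was 0.283 for the same number and -0.07 for different numbers. With the replicate number as a block, the counts in rostral segments were 3949, 5565, 2724 and 2019 genes at 1, 2, 4 and 6 wpi, and those in caudal segments were 5172, 1616, 352 and 92 genes. Of the genes called without the block, 2614 of 2767 were called with it at rostral 1 wpi and 49 of 131 at caudal 6 wpi. Replicates 4 and 5 also resembled each other, more than replicates 1 to 3 did. Within replicates 1 to 3, the counts against control were 809, 1531, 869 and 173 genes in rostral segments and 680, 665, 77 and 186 genes in caudal segments at 1, 2, 4 and 6 wpi. Within replicates 4 and 5, they were 2247, 458, 31 and 650 genes in rostral segments and 1215, 1 and 0 genes in caudal segments at 1, 2 and 4 wpi (2382 genes at an unadjusted p under 0.05 for the latter), and caudal 6 wpi had too few such libraries. Among the other settings that used every replicate, fitting all groups together moved the caudal 6 wpi count most, to 946 genes. The caudal counts also depended on 1 control library. Without caudal control replicate 5 they were 4148, 2580, 776 and 299 genes at 1, 2, 4 and 6 wpi.

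**Figure D2:**
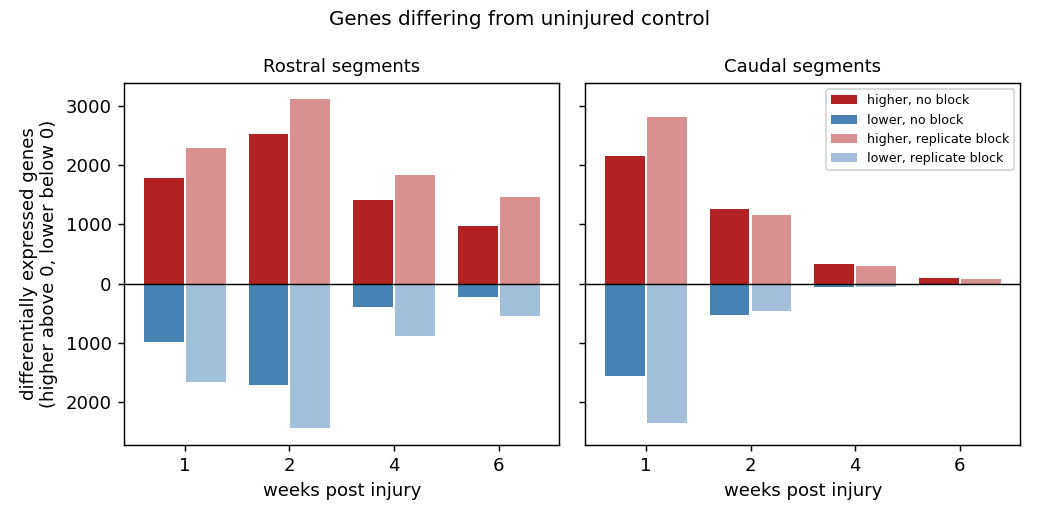
Number of differentially expressed genes (vertical axis, higher than control above 0 and lower below 0) at 1, 2, 4 and 6 weeks post injury (horizontal axis) in rostral and caudal segments, with dark bars for the fit without a block and light bars for the fit with the replicate block. The caudal bars fall from 2151 higher and 1561 lower genes at 1 wpi to 98 and 33 at 6 wpi without the block.

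At 1 wpi, 1336 genes were higher and 670 lower in both regions, and 0 genes were called in opposite directions. At 6 wpi, 89 genes were higher and 22 lower in both regions. Between 1 and 6 wpi, 452 genes differed in rostral segments (151 higher and 301 lower at 6 wpi) and 1216 in caudal segments (356 higher and 860 lower), or 1186 and 1864 genes with the replicate block, for which the correlations of same-numbered libraries were 0.387 and 0.351. Uninjured rostral and caudal segments differed in 6 genes, or in 17 with the replicate block (correlation 0.688). Without the block, 332 genes had an unadjusted limma p-value under 0.05, fewer than the 1411 that chance gives, and with it 1720 did.
The identifiers are not paired with gene names, and 2 that rose and 2 that fell are given, with positions as the file gives them, for which no build is named. ENSDARG00000096979 (chromosome 17, from 43021662 to 43022468) was 136 ± 125 FPKM (SD, n = 5) at rostral 1 wpi and 0.549 ± 0.58 FPKM (SD, n = 5) in rostral control. Its log2 fold change was 8.03 (standard error 0.81, limma adjusted p = 0.000124), and the control values rest on at most 11 fragments per library. ENSDARG00000058206 (chromosome 14, from 11457500 to 11461002) was 453 ± 377 FPKM (SD, n = 5) and 1.64 ± 0.783 FPKM (SD, n = 5) in the same groups, a log2 fold change of 7.68 (standard error 0.59, limma adjusted p = 2.03e-05), and it was higher in all 8 comparisons with control. ENSDARG00000033760 (chromosome 23, from 35672542 to 35690336) was 0.195 ± 0.0961 FPKM (SD, n = 5) at rostral 6 wpi and 15.8 ± 13.6 FPKM (SD, n = 5) in rostral control, a log2 fold change of -5.06 (standard error 0.75, limma adjusted p = 0.00391). Its control libraries ranged from 1.26 to 31.1 FPKM, all above the highest library at 6 wpi, 0.311 FPKM. The values at 6 wpi rest on at most 12 fragments per library. The log2 fold change was -3.21 with a pseudocount of 1 and -5.66 with 0.01, so its size depends on this setting. ENSDARG00000099500 (chromosome 19, from 2857714 to 2861444) was 0.498 ± 0.347 FPKM (SD, n = 5) at rostral 1 wpi, on at most 9 fragments per library, and 7.93 ± 8.03 FPKM (SD, n = 5) in rostral control, a log2 fold change of -3.55 (standard error 0.59, limma adjusted p = 0.0032). With the replicate block, the limma adjusted p-values of these genes were 0.000777, 0.000192, 0.0129 and 0.00455.
From the genes that met the adjusted criterion, the paper took those of the serotonin system for Fig. 4b, states that the expression of 3 receptor genes fell and then returned to control levels, and then generated mutants of these receptors.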

We characterized the proportion of axon-regrown excitatory and inhibitory interneurons in the second, third, and fourth segments rostral to the injury site using retrograde tracers in both *Tg(vglut2a:Gal4;UAS:GFP)* and *Tg(glyt2:GFP)* SCI animals. More than 80% of the axon-regrown neurons were *vglut2a*:GFP^+^ excitatory interneurons, while *glyt2*:GFP^*+*^ inhibitory interneurons accounted for less than 10% of the total (Fig. 4e, f). The ratio of excitatory to inhibitory interneurons was ten after SCI which was markedly greater than the ratio of two measured in uninjured animals (Fig. 4f) indicating a reorganization of spinal CPG neural circuit after SCI with more pronounced axon regrowth of excitatory interneurons than inhibitory interneurons. In order to determine whether 5-HT_1B_ receptor acted as an injury-induced intrinsic factor preferentially promoting the axon regrowth of *vglut2a*:GFP^+^ spinal excitatory interneurons, we analyzed the expression of *htr1b* in the axon-regrown spinal *vglut2a*:GFP^+^ excitatory interneurons by FAC-sorting in SCI animals of *Tg(vglut2a:Gal4;UAS:GFP)* line at 4 and 8 weeks post injury (Fig. 4g). The expression level of *htr1b* in axon-regrown spinal *vglut2a*:GFP^*+*^ interneurons (GFP^+^/RD^+^) increased significantly during this period and was much higher compared to that in non-regrown (GFP^+^/RD^−^) samples (Fig. 4h). This differential expression pattern was not observed in the uninjured animals (Fig. 4h Ctrl data), strongly suggesting that SCI induced upregulation of *htr1b* in axon-regrown spinal excitatory interneurons. Thus, *htr1b* is likely to be the 5-HT receptor subtype that facilitates axon regrowth of spinal interneurons and reestablishment of the locomotor circuity following SCI.

Finally, we explored how *htr1b* regulate axon regrowth of spinal *vglut2a*:GFP^+^ interneurons using whole-cell patch-clamp recordings and characterization of the intrinsic properties and morphologies of the axon-regrown *vglut2a*:GFP^+^ interneurons retrogradely labeled by RD in SCI fish of both *Tg(vglut2a:Gal4;UAS:GFP)* and *htr1b*^−/−^ *Tg(vglut2a:Gal4;UAS:GFP)* lines at 5 weeks post injury (Fig. 4i). Axon-regrown spinal *vglut2a*:GFP^+^ interneurons in *htr1b*^−/−^ animals had significantly lower firing thresholds and slightly increased input resistance compared to those in *Tg(vglut2a:Gal4;UAS:GFP)* (Fig. 4j). The recorded axon-regrown *vglut2a*:GFP^+^ interneurons were filled with neurobiotin for morphological analysis. Remarkably, the axon thickness of these *vglut2a*:GFP^+^ spinal interneurons in *htr1b*^−/−^ animals was significantly thinner than that in the wild-type (Fig. 4k, l). These results indicate that *htr1b* is a critical regrowth-permitting molecule that is essential for serotonin-mediated axon regrowth and reconnection of disconnected spinal CPGs.

## Discussion

Descending brain motor commands initiate locomotor behaviors by activating spinal CPG^16,50^. Specific neuronal types and their synaptic connections define the locomotor characteristics^2,5,7^. Severe SCI damages the long-projecting axons of spinal interneurons located rostral to the injury site as well as neural circuits of local injured spinal segments and splits the spinal neural circuits into two. In this study, we took advantage of the regeneration of spinal cord after SCI in zebrafish and uncovered an intraspinal serotonergic mechanism that restores locomotion by promoting repair of the damaged spinal CPGs. We first identified a distinct subpopulation of injury-induced ISNs expressing unique transcription factors and discharging high-frequency action potentials, whose appearance was associated with the recovery process after SCI. Hyperactive terminal varicosities in these ISNs release serotonin constantly that acts on the 5-HT_1B_ receptor to promote axon growth of long-projecting glutamatergic interneurons in spinal CPGs. We suggest that this is an intrinsic repair mechanism that facilitates the reconnection of disconnected spinal CPGs and promotes restoration of locomotor function after SCI. For decades, efforts have focused on revealing the cellular and molecular mechanisms by which the long descending axons regrow over the injury site but still the intrinsic mechanisms underlying reorganization of spinal neural circuits and gradual recovery of locomotor function after SCI remains unclear. Both brain-derived and propriospinal cocktail treatments have been shown to facilitate regrowth of all long-projecting axons and enhance the growth-supportive environment^51–57^. It has long been known that glutamatergic excitatory interneurons in spinal CPG are a key neuronal component in the generation of locomotion. Strong evidence suggests that recruitment of specific glutamatergic neurons is essential and indispensable for generation of required locomotion patterns^58,59^. One of the important findings in the present study is that after SCI over 80% of the axon-regrown spinal interneurons are glutamatergic, while glycinergic interneurons comprise less than 10% of the whole population. The ratio of long projecting glutamatergic interneurons to glycinergic interneurons greatly increased after SCI indicating that the reestablishment of spinal CPG neural circuits in SCI zebrafish mainly depends upon restoration of excitation mediated by axon regrowth of excitatory glutamatergic interneurons. The regrown long-descending axon of these rostral spinal excitatory interneurons project across both the injury segment as well as its caudal spinal segments to possibly synapse on the local spinal neurons, which reestablishes the locomotor neural circuit and recovers the pattern as well as rostral-caudal coordination of locomotor activities. These spinal excitatory interneurons can drive the local excitatory interneurons and motor neurons via their regrown axon in caudal spinal segments to coordinate rostral-caudal activity. The left-right pattern could be achieved via activation of local spinal commissural inhibitory interneurons^58,59^, which inhibit the neurons at the other side of spinal cord and enable the left-right locomotor pattern.

SCI caused upregulated expression of *htr1b* that was associated with axon regrowth and restoration of locomotion. Knock-out of *htr1b* impaired this recovery, and 5-HT_1B_ agonist treatment facilitated it. Previous investigations have shown that the 5-HT_1A_ receptor subtype negatively regulates axon regrowth of brain-derived long-projecting neurons after SCI in lampreys^60^ by decreasing cyclic adenosine monophosphate (cAMP) levels^23^, suggesting that dramatically different effects of serotonin on spinal interneurons and brain-derived neurons can arise through differential expression of 5-HT receptor subtypes. In addition to the upregulation of *htr1b* in spinal glutamatergic interneurons, a lack of descending serotonergic innervation after SCI is known to be a major limiting factor in the recovery of locomotor function in mammal^31,32^. In the current study, we show that intraspinal serotonin was supplied by an injury-induced ISN subpopulation, whose soma congregated around and along the injured spinal segments, and axons enwrapped and intertwined with the regrowing axons of spinal interneurons. We confirmed that these injury-induced ISNs are newly generated by co-labeling with EdU which labels proliferating cells. An earlier study in adult zebrafish showed that some of these regenerated ISNs are in close proximity to ependymo-radial glial cells, the spinal progenitor cells at the central canal and that regeneration of these ISNs appears to be promoted by a ventral midline-derived hedgehog signal^34^. Compared to those in distal spinal segments, the injury-induced ISNs comprise a distinct subpopulation expressing a number of unique transcription factors and genes relating to neuron differentiation, (e.g., *fezf2*, essential for the development of serotonergic neurons in the vertebrate brain^61^, *gpm6bb*, a negative regulator of SERT trafficking^62^). Functional characterization by electrophysiology, Ca^2+^ imaging and LC-MS analysis showed that the injury-induced ISNs discharge high-frequency action potentials and release serotonin constantly that promotes regrowth of axons of spinal glutamatergic interneurons.

In the mammalian CNS, serotonergic neurons in the brainstem project their axons over the brain and spinal cord^63^. However, these are not the only source of serotonergic innervation. In early studies, serotonergic ISNs were also revealed to exist in mammalian spinal cord. For example, they were found at sacral spinal cord in mouse^64^, at thoracolumbar, sacral, and coccygeal spinal cord in adult rat^65^ and frequently in the cervical spinal cord of monkey^66^. The ISNs displaying bipolar or multipolar morphology were present in healthy as well as injured spinal cords in rats^67^. In mouse and monkey spinal cords, the ISNs were reported in an area ventral to the central canal^64,66^ and similar groups of ISNs in the spinal cord of lower vertebrate have been suggested to modulate the function of locomotor CPG^25,68^. Further investigations should be performed to study the functional role of these ISNs. Our findings suggest that local augmentation of intraspinal serotonergic system at specific levels within the injured spinal cord might provide the potential to reestablish spinal locomotor circuits in mammals. In vitro studies suggest that 5-HT_1B_ receptor agonist administration promotes neurite extension and branching of cultured neurons^69,70^. These findings are limited by the whole body effect of administered pharmacological agents and also the lack of complexity of neurons in culture^71^. In the present study, we took advantage of the zebrafish SCI model with its remarkable regeneration ability to investigate in vivo the effect of the 5-HT_1B_ receptor on axon regrowth of specific spinal interneuron. Using knockout animals, we demonstrated that the absence of 5-HT_1B_ receptors impaired the axon regrowth of glutamatergic excitatory interneurons and recovery of locomotor function after zebrafish SCI.

In summary, this study highlights the importance of 5-HT_1B_ receptors and suggest that injury induced ISNs are a potential cell therapy to facilitate reorganization of spinal CPG and restoration of locomotor function after SCI.

## Methods

### Animals

All zebrafish (*Danio rerio*) were maintained in a zebrafish facility of Tongji University under standard conditions. Juvenile/adult zebrafish of both gender aged between 6 to 8 weeks and 1.5–2 cm in standard length^72^ were used in the experiments. Wild-type and transgenic lines used in this study included *Tg(tph2:GFP)*^40^, *Tg(tph2:Gal4)*^73^, *Tg(UAS:GCaMP6)*^74^, *Tg(UAS:nfsB-mCherry)*^75^, *Tg(UAS:mCherry)*, *Tg(vglut2a:Gal4;UAS:GFP)*^76^, *Tg(glyt2:GFP)*^10^. All experimental protocols were approved by the Animal Use Committee of Tongji University.

### Spinal cord transection

Fish were anesthetized in 0.03% tricaine methane sulfonate (MS-222, Sigma-Aldrich). A complete transection of the spinal cord at the seventh segment from the brainstem and spinal cord junction was performed with a fine microsurgical stab knife (Surgical specialties) using a stereomicroscope. Successful transection was confirmed 24 h post injury by observation of the typical uncoordinated body movement.

To verify the role of local ISNs eliminating the descending serotonergic influence, a two-cut injury modal was employed, in which the spinal cord was completely transected a second time, this time at the fifth segment caudal to the first injury site 1 week after the primary injury.

### Neuron labeling and immunohistochemistry

Labeling of regenerated neurons was done by intraperitoneal injection of 6 μL (10 mM) 5-ethynyl-2′-deoxyuridine (EdU, Sigma-Aldrich) daily after anesthesia with 0.03% MS-222 from day 1 to day 7 post injury. Retrograde labeling of spinal interneurons was performed using the fluorescent tracer Dextran Alexa Fluor 488 (10,000 MW, Invitrogen), RD (3000 MW, Invitrogen), or neurobiotin tracer (Vectorlabs). Fish at 2 to 8 weeks post injury were anaesthetized using MS-222 and the spinal cords was transected two segments caudal to the lesion site using fine scissors. The fluorescent dye or neurobiotin tracer was applied to the spinal cut using dye-soaked pins, and the animals were kept alive for 3–4 h to allow the retrograde transport of the tracer. Animals were anaesthetized in ice-water before fixation. After 24-h fixation with 4% paraformaldehyde (PFA), spinal cords were dissected out and washed three times each for 5 min with 1× PBS and permeabilized in 1× PBS containing 1% Triton X-100 for 2 h. After blocking with 5% BSA in 1% Triton in 1× PBS at RT for 1 h, spinal cords were then incubated with anti-GFP (Abcam ab1218, 1:2000 or ab290, 1:1000), anti-serotonin (Sigma-Aldrich S5545, 1:3000), anti-NeuN (Proteintech 26975-1-AP, 1:200), anti-Glutamate (Sigma-Aldrich G6642, 1:2000), anti-GABA (Sigma-Aldrich A2052, 1:1000), anti-ChAT (Millipore AB144P, 1:100, and streptavidin (Alexa Fluor 405/555 conjugate, Invitrogen) for 48 h at 4 °C. After rinsing with 1× PBS, the spinal cords were incubated with secondary antibodies at 4 °C overnight. Secondary antibodies: Alexa Fluor 647 Donkey anti-Mouse (Invitrogen A-31571 1:500), Alexa Fluor 488 Donkey anti-Mouse (Jackson Labs 715-545-150, 1:200), Alexa Fluor 488 Donkey anti-Rabbit (Jackson Labs 711-545-152, 1:200), DyLight 405 Goat anti-Rabbit (Jackson Labs 111-475-003, 1:200). After washing with PBS, the whole spinal cords were placed lateral side up on a slide and mounted with the anti-fading fluorescent mounting medium (Vectorlabs) for imaging. The BeyoClick EdU Cell Proliferation Kit (Beyotime Biotechnology) combined with Streptavidin-Alexa Fluor 555 (Invitrogen) was used to detect EdU signal according to the manufacturer’s instruction. For NeuN staining, tissues were pretreated with Citrate Antigen Retrieval Solution (Sangon Biotech) for 30 min at 90 °C before treating with the primary antibody. Image acquisition was with an Olympus FV3000 laser scanning confocal microscope. The overview immunohistochemistry images are presented as maximum intensity z-projections of whole-mount spinal cord tissue. Images for detection of co-labeling (Fig. 3p, Supplementary Fig. 1i, 2h, i, m) or co-localization (Supplementary Fig. 2l) represent a single plane of the region of interest.

### In situ hybridization

In situ hybridization (ISH) was performed on 15 µm-thickness cross cryosections. Juvenile/adult *Tg(tph2: GFP)* fish were anesthetized using MS-222 and then eviscerated and fixed overnight in 4% FPA at 4 °C. Then PFA-fixed samples were equilibrated in 10, 20, and 30% sucrose in PBS overnight at 4 °C. On the following day, tissues were embedded in OCT compound (SAKURA), frozen at −80 °C, and sectioned serially at 15 μm using a Leica CM1860 UV cryostat. ISH on cryosections with digoxigenin (DIG)-labeled antisense RNA probes was carried out^77^. Probes used were *fezf2*^78^, *her6*^79^, *neurog1*^79^, and *pnocb*^80^. Color reaction was performed using SIGMAFAST Fast Red (Sigma-Aldrich) after incubation with ant-DIG antibody conjugated to alkaline phosphatase (Sigma-Aldrich 11093274910, 1:3000). The sections were then washed in PBS containing 0.1% Tween20 and subjected to immunocytochemistry procedure for co-staining of anti-GFP.

### Measurement of locomotion behavior capacity

Swimming behavior of fish at different time points after lesion was analyzed by video tracking of free-swimming fish. In each trial, a single fish was placed in a 9-cm open field dish and free-swimming traces were recorded using a digital camera (30 fps, EoSens CL, MIKROTRON) for 5 min. Video acquisition was done with DVR Express Core (IO Industries) and controlled by CoreView v2.1 software.

Maximum speed of injured fish was tested using a custom built forced swimming device(see Fig. 1d upper) similar to that used in an earlier study^81^. Zebrafish were put in groups in a swim tunnel equipped with an underwater flowmeter. Water current velocity was controlled using a pond pump. The fish were forced to swim against an initial flow of 3 cm/s and stepwise increments of 2 cm/s were made at 3-min intervals. The maximum speed of each fish was determined as the flow at which they were exhausted. Exhaustion was defined as when they were unable to swim away from the wire mesh at the end of the tunnel.

### Genetic ablation

For ablation of serotonergic neurons, *Tg(tph2:Gal4)* fish were crossed with *Tg(UAS:nfsB-mCherry)*. After injury, the *Tg(tph2:Gal4;UAS:nfsB-mCherry)* double transgenic fish were treated with 5 mM metronidazole (MTZ, Sigma-Aldrich) according to the protocol in Fig. 2a and sampled at 2 and 4 weeks post injury. During the MTZ treatment, zebrafish were maintained in the darkness to avoid photo degradation. To preclude a non-specific effect of MTZ treatment, *Tg(tph2:Gal4;UAS:mCherry)* fish were used as control.

### Drug treatment

After injury, the *Tg(tph2:GFP)* fish were treated with the potent and highly selective 5-HT_1B_ agonist, CP 93129 dihydrochloride (Tocris)^82^. The drug was stored as a stock solution (100 mM) in DMSO (Sigma-Aldrich). It was added in the fish water tank 12 h daily at a final concentration of 0.1 μM from three days post injury until 4 weeks post injury according to the protocol in Supplementary Fig. 3g. Fish treated with the same concentration of DMSO were used as control.

### Electrophysiology and two-photon calcium imaging

Injured zebrafish were anesthetized in a slush of frozen extracellular solution (134 mM NaCl, 2.9 mM KCl, 2.1 mM CaCl_2_, 1.2 mM MgCl_2_, 10 mM HEPES and 10 mM glucose, pH 7.8, 290 mOsm) containing MS-222 and were eviscerated. The brain-spinal cord was dissected out and transferred to the recording chamber and continuously perfused with extracellular solution. *Tph2*:GFP^+^ serotonergic neurons (in the injury segment and distal segments) and retrogradely labeled RD positive spinal interneurons were visualized and targeted specifically using a fluorescence microscope (Scientifica) equipped with IR-differential interference contrast optics and a CCD camera with frame grabber. Whole-cell patch–clamp recording and extracellular single cell loose-patch–clamp recording were performed. For intracellular recordings, electrode filled with intracellular solution (120 mM k-gluconate, 5 mM KCl, 10 mM HEPES, 4 mM Mg_2_ATP, 0.3 mM Na_4_GTP, 10 mM Na-phosphocreatine, pH 7.4 adjusted with KOH, 275 mOsm) was advanced into the spinal cord and approached the target neuron using the motorized micromanipulator while applying constant positive pressure. Intracellular signals were amplified with a MultiClamp 700B amplifier (Molecular Devices) and low pass filtered at 10 kHz. The recorded neurons were filled with neurobiotin for morphological analysis. For loss-patch recording, an electrode was filled with extracellular solution and moved forward with a small amount of positive pressure. After the electrode contacted the cell, the positive pressure was released and a gentle negative pressure was applied to make a loose patch onto the cell surface. Signals were recorded in current–clamp gap-free mode. In some experiments, TTX (1 µM, TOCRIS) was used.

For electromyogram (EMG) recordings during spontaneously swimming, injured zebrafish were anesthetized using MS-222 and the skin was removed to expose the muscle. The trunk of the fish was fixed on the recording chamber and continuously perfused with extracellular solution. One electrode was positioned on the intermyotomal junction rostral to the lesion site, the other two electrodes were placed opposing each other on the distal end caudal to the lesion site. Light suction was applied, and signals were recorded using a Digidata series 1550B digitizer (Axon Instruments) and pClamp 10 software (Axon Instruments).

The brain-spinal cord of *Tg(tph2:Gal4;UAS:GCaMP6)* injured fish was prepared as described above. Intracellular Ca^2+^ was monitored using a two-photon microscope (Scientifica) equipped with a 40× water-immersion objective (Olympus). GCaMP6 was excited using 900 nm light. Scan rate was 15.46 frames/s (1024 × 1024 pixels). Frame acquisition was performed using SciScan 1.2 software (Scientifica). A Z-projection stack was taken to show the position of target neuron in the spinal cord. In some experiments, the T-type calcium channel blocker miberfradil (3 µM, Sigma-Aldrich) was used. After recording, the preparation was fixed for immunostaining.

### LC–MS analysis

Three spinal segments covering the injury site were collected and pooled from seven SCI zebrafish at 6 weeks post injury. Three caudal and three rostral segments distal to the injury site were collected and mixed from the same injured animal. Tissue from injury site and distal segments away from injury site were rinsed three times and transferred into a 0.6 ml microcentrifuge tube filled with 100 μL PBS for 30-min incubation at 28 °C. After centrifugation at 5000*g* for 5 min, the supernatant was collected for detection of released serotonin by LC–MS analysis. The residual tissue in the tube was dried and weighed for standardization of the serotonin concentration to sample weight. In total, 21 fish were used in three parallel groups. Standard and quality control samples were diluted 20-fold using blank PBS as used for tissue samples.

LC–MS analysis was carried out on a Triple Quad 6500+ LC–MS/MS System equipped with an ExionLC UHPLC unit (AB SCIEX, CA, USA). Chromatographic separation was achieved on a CORTECS HILIC Column (2.1x100mm, 2.7μm, Waters Corporation, MA, USA) at 35 °C. The mobile phase consisted of water (A) and acetonitrile (B), both containing 0.1% formic acid, at a flow rate of 0.6 ml/min. The 3-min elution gradient comprised the following: 0–0.5 min, 5% A; 0.5–1.1 min, 5–50% A; 1.1–2.17 min; 50% A; 2.17–2.2 min; 50–5% A and 2.2–3 min, 5% A. The injection volume was 0.5 µL. The mass spectrometric detection was performed using multiple reaction monitoring with an electrospray ionization source in positive mode. The ion spray voltage and temperature were set at 5500 V and 500 °C, respectively. The curtain gas was set at a flow rate of 35 psi; nebulizer gas and heater gas were both at 55 psi. CAD (collision gas) was set at 9. The MS conditions for detecting serotonin was Q1 Mass 177(m/z), Q3 Mass 160.1(m/z), entrance potential 10 V and collision cell exit potential (CXP) 10 V. Data acquisition and processing were performed with the Analyst software 1.7.1 from AB SCIEX.

### Fluorescence activated cell sorting

Intraspinal serotonin neurons were isolated from the *Tg(tph2:GFP)* line. Spinal cord tissue from the injury area and distal segments were dissected out from the same fish, and digested using the Papain kit (Worthington Biochemical, 10U/ml in DMEM, osmolality of 285 mOsm) on a mechanical shaker at 37 °C, 300 rpm for 15 min and terminated by adding DMEM. Then the tissues were further dissociated by gentle pipetting up and down for 5 min. The resulting cell solution was filtered with a 40 μm cell strainer (BD Falcon) and Draq5 (Thermo Scientific) was added to check the viability. Subsequently, fluorescence activated cell sorting (FACS) was performed using a Beckman Coulter Moflo Astrios Cell Sorter (Beckman Coulter) and data were collected using Summit v6.3. The isolated *tph2*:GFP^+^ cells were collected and subjected to RNA-sequencing.

For purification of axon-regrown excitatory interneurons, the fluorescent tracer RD was retrogradely applied to *Tg(vglut2a:Gal4;UAS:GFP)* fish 4 or 8 weeks post injury. *Vglut2a*:GFP^+^/RD^+^ and *vglut2a*:GFP^+^/RD^−^ cells were FAC-sorted from 40 spinal cords rostral to the lesion site at 4 or 8 weeks post injury and from 40 corresponding spinal cord segments collected from uninjured fish. Cells were placed in DMEM and were immediately subjected to RNA extraction using the ReliaPrep RNA Miniprep System (Promega) and reverse transcribed using the PrimeScript RT Reagent Kit (Takara). cDNA concentration was measured using the Qubit dsDNA high sensitivity assay kit (Invitrogen) and then sent for qRT-PCR analysis.

### RNA-sequencing

Bulk RNA-Seq samples of ISNs from the injury area and distal segments respectively were FAC-sorted from *Tg(tph2:GFP)* line as described above. Total RNA was isolated using SMART-Seq^TM^ v4 Ultra^TM^ Low Input RNA Kit for Sequencing (Clontech). Sequencing libraries (*N* = 5–6) were generated using NEBNext Ultra^TM^ RNA Library Prep Kit for Illumina following the manufacturer’s instructions. All library preparations were sequenced on an Illumina Hiseq platform and 125 bp/150 bp paired-end reads were generated. Clean reads were obtained and mapped to the zebrafish genome using Hisat2. FPKM (Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced) of each gene was calculated based on the length of the gene and reads count mapped to this gene. Differential expression analysis was performed using the DESeq R package. To increase the positive rate, genes with *P*-value (instead of adjusted *P*-value) < 0.05 were assigned as differentially expressed.

For RNA sequencing of spinal cord tissue, the five segments rostral and five segments caudal to the lesion site were collected from three fish at 1, 2, 4, and 6 weeks post injury. Corresponding segments were also collected from uninjured animals. Total RNA was extracted using Trizol regent (Invitrogen), and cDNA libraries (*N* = 4–5) were subjected to Illumina sequencing according to the manufacturer’s protocol. Differential expression analysis was performed using DESeq2. The resulting *P*-values were adjusted using the Benjamini and Hochberg’s approach to decrease the false discovery rate. Genes with an adjusted *P*-value < 0.05 found by DESeq2 were designated as being differentially expressed.

### Generation of mutant zebrafish

The mutant zebrafish lines were generated using CRISPR/Cas9 technology. The guide RNA target sites were designed using online tools (https://zlab.bio/guide-design-resources). Primers used for amplification of sgRNA templates were as follows: htr1b-sg-F: 5′-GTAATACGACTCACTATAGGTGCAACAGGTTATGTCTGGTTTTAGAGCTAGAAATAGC-3′; htr2b-sg-F: 5′-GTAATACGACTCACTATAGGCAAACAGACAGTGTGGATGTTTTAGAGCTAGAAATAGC-3′; htr7c-sg-F: 5′-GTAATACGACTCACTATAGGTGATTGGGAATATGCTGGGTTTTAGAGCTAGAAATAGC-3′; sg-Common-R: 5′-AAAAGCACCGACTCGGTGCC-3′. sgRNA was synthesized using the TranscriptAid T7 High Yield Transcription Kit (Thermo Scientific). Cas9 plasmid was digested with *X*baI (Thermo Scientific) and capped Cas9 mRNA was synthesized using the mMESSAGE mMACHINE T7 Transcription Kit (Thermo Scientific). Totally, 300 pg Cas9 mRNA together with 30 pg sgRNA were injected into embryos at the one-cell stage. The primers used for genotyping were as follows: htr1b-Seq-F: 5′-TGCGTTTGTCATTGCCACCATTTC-3′ and htr1b-Seq-R: 5′-AGGGCGATGAGCAGCAGCG-3′; WT-htr1b-F: 5′-CTCAGACATAACCTGTTGCA-3′ and WT-htr1b-R: 5′-TTCAAAATGCGCTTCCTCGC-3′; MUT-htr1b-F: 5′-TGTCCTCAGCAGGTGGTCC-3′ and MUT-htr1b-R: 5′-TGAGTTGACGTAGCCAAGCC-3′; htr2b-Seq-F: 5′-ACGAAGAGAGTCTGTGACAATGC-3′ and htr2b-Seq-R: 5′-GGGTGTGTAATTGATGACAGAATTG-3′; htr7c-Seq-F: 5′-CCTCACACTTCTTCTACAACATCTC-3′ and htr7c-Seq-R: 5′-ACCTCTCCAAACAGCCACTTTCC-3′. The htr1b^−/−^ mutant with *Tg(vglut2a:Gal4;UAS:GFP)* background was generated for analyzing the intrinsic properties of axon-regrown excitatory interneurons.

### Quantitative RT-PCR

QRT-PCR was performed to detect the relative expression of *htr1b*, *htr2b* and *htr7c* using SYBR Green Realtime RCR Master Mix (TOYOBO) on LightCycler 96 system (Roche) by standard PCR following the manufacturer’s instructions. Relative expression was normalized to *gapdh* levels. PCR primers were as below: *gapdh*, 5′-TTGTAAGCAATGCCTCCTG and 5′-CCCATCAACGGTCTTCTGT; *htr1b*, 5′-GCTTTCTACATCCCTACGC and 5′-GAAGTGAATCGGACACAGTTA; *htr2b*, 5′-GGGTCTTTGGTGGCTTTC and 5′- AAAAAGGGAAGCCAGGCACT; *htr7c*, 5′-CGCCCTTTGACCTACCCT and 5′- GCCGAAGTCCTGGCTGAT.

### Data analysis and statistics

Quantification of neuron and axon profiles (number, size, and density) were performed on confocal images using Fiji v1.53c (NIH). All the images were subjected to threshold adjustment such that the non-neuron background was reduced to zero leaving only fluorescent signals originating from cells. The numbers of axon-regrown interneurons, retrogradely labeled with tracer, were counted for half spinal thickness laterally within the second, third, and fourth segments rostral to the lesion. *Tph2*:GFP^+^ ISNs in the region of 500 µm surrounding the lesion site was calculated. The axon density was measured at the lesion site for half spinal thickness laterally using the YZ orthogonal view function of Fiji, corresponding to semi-cross section of the injury position (Supplementary Fig. 1e). The tracking of zebrafish free-swimming was carried out using the Python based free software ZebraZoom v1.17^83^. Electrophysiological data analysis was performed by Clampfit v10.6 (Molecular Devices) software. The R–C time lag, representing the activity propagation from injury rostral to caudal, was calculated using t2 (initial time of one swimming burst at L25) minus t1 (initial time of the swimming burst within the same cycle at L4) based on the drawing in Fig. 1e. The Ca^2+^ response curves and heatmap were analyzed by a Matlab R2018a v9.4 (Mathworks) script. Photoshop (Adobe) and Fiji were used to process images. All data are presented as mean ± SD. One-way ANOVA or the student’s unpaired or paired two-tailed *t*-test was used for statistical difference evaluation using Prism 8.0 (GraphPad Software), and *P* < 0.05 was considered to be statistically significant. For detailed statistics, see Supplementary Table 1.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Video

Reporting Summary

## Data Availability

All relevant data supporting this study are available from the corresponding authors upon reasonable request. Raw and processed RNA-seq data generated in this study are deposited into the GEO database with accession number GSE182911. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: An injury-induced serotonergic neuron subpopulation contributes to axon regrowth and function restoration after spinal cord injury in zebrafish
**Source:** Nat Commun. 2021 Dec 7;12:7093. doi: 10.1038/s41467-021-27419-w
**Supplement:** Supplementary file 1 — Supplementary Information

**1    Supplementary information:**

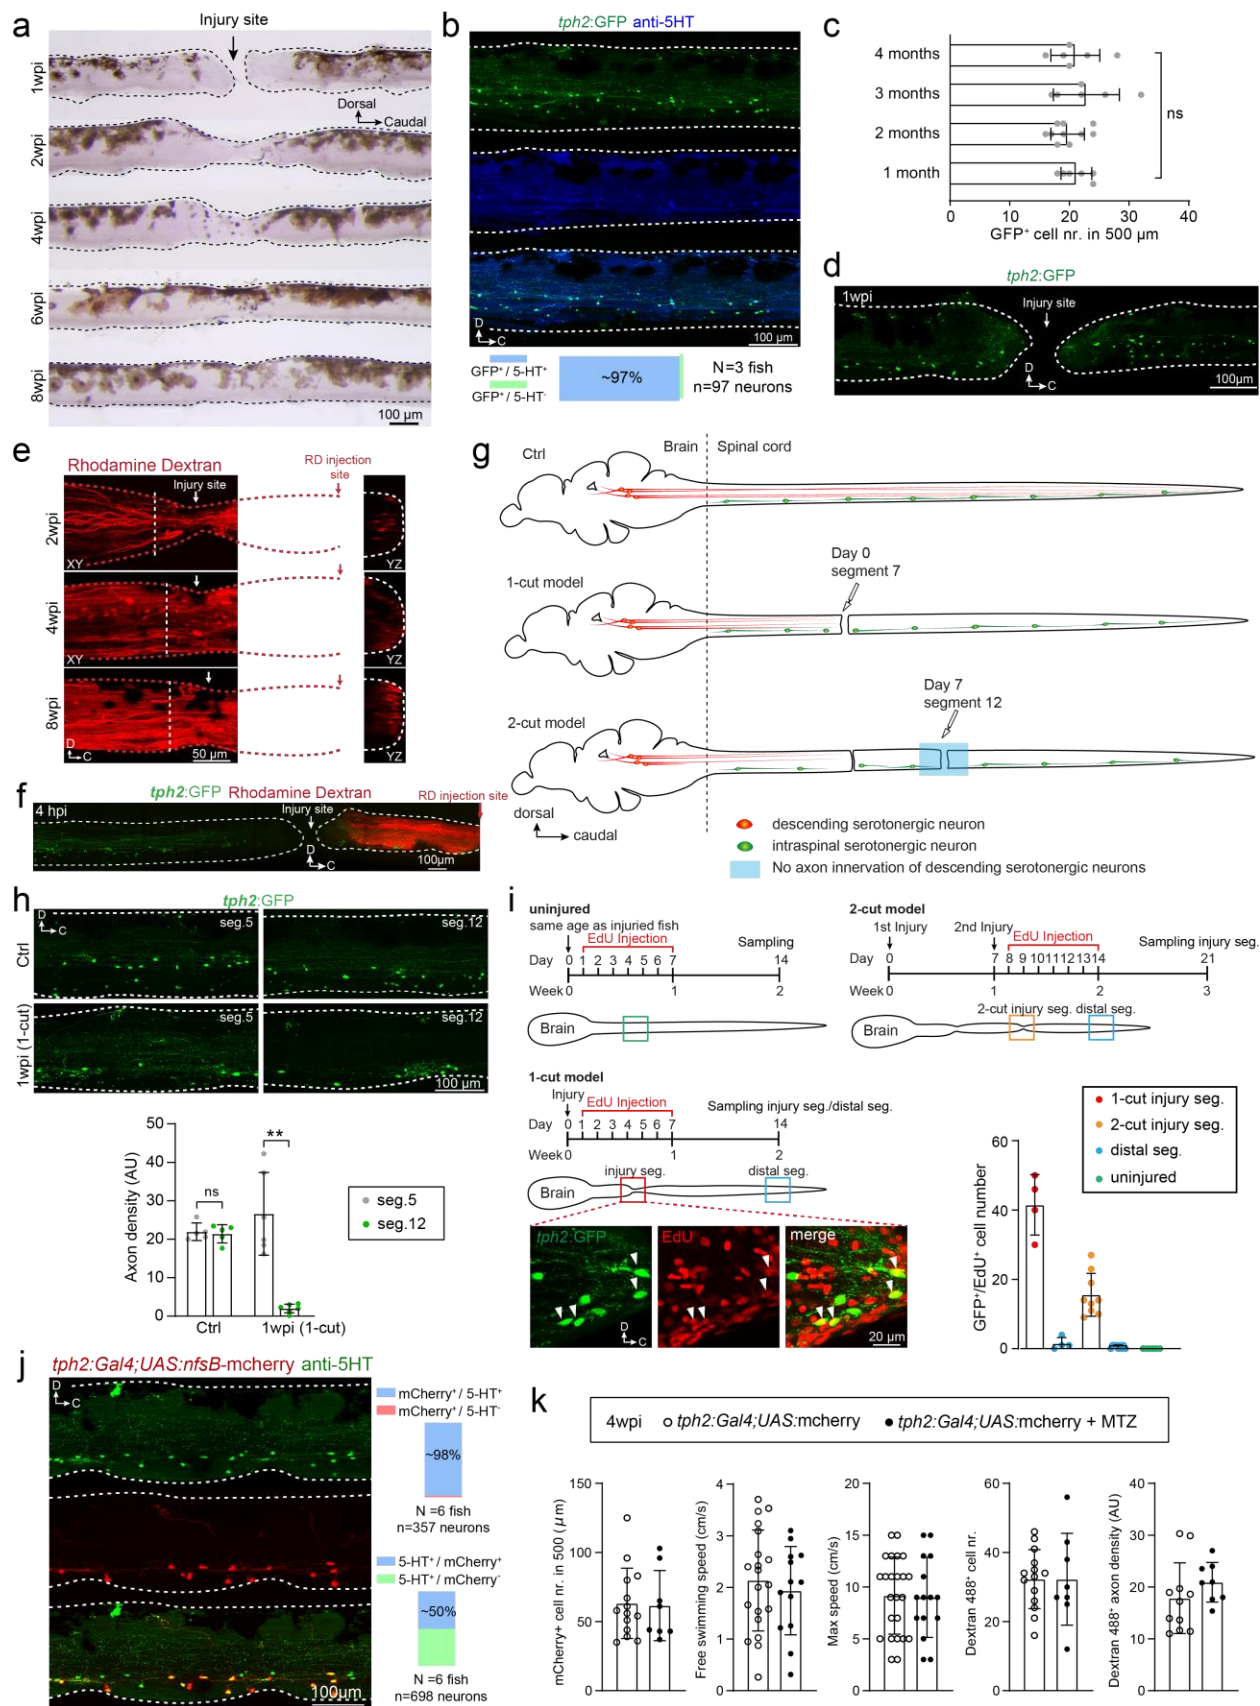

**Supplementary Fig. 1.** **a** Images of laterally mounted spinal cord showing the tissue recovery after SCI. **b** Immunohistochemistry images (upper) and quantification (lower) showing co-labelling of GFP<sup>+</sup> neurons with anti-serotonin antibody in the uninjured *Tg(tph2:GFP)* fish. **c** Quantification of GFP<sup>+</sup> ISNs numbers in a 500  $\mu$ m region of spinal cord in 1-, 2-, 3- and 4-months old uninjured fish. **d** Immunohistochemistry images show GFP<sup>+</sup> ISNs distribution at 1 week post injury (wpi) in SCI *Tg(tph2:GFP)* fish. **e** Immunohistochemistry images show the Rhodamine Dextran (RD) retrograde labeling of axon-regrown spinal interneurons after SCI. The regrown axon density was calculated via Fiji's YZ orthogonal view. The RD was applied at two segments caudal to the injury site as indicated by red arrows. **f** Images show the RD retrograde labeling at 1 wpi in SCI *Tg(tph2:GFP)* fish. No spinal interneuron rostral to the injury site was labeled when the spinal cord tissue was still separated. **g** Illustration of injury models showing the distribution of braining descending and intraspinal serotonergic neurons and 1-cut/2-cut transection locations. The spinal condition with no descending serotonergic axon innervation is indicated by the blue box. **h** (upper) Immunohistochemistry images show the descending GFP<sup>+</sup> serotonergic axon density at 5<sup>th</sup> segment (two segments rostral to the 1-cut injury site) and 12<sup>th</sup> segment (five segments caudal to the 1-cut injury site) at 1wpi in SCI fish and at the corresponding segments in uninjured animals. (lower) Mean data of GFP<sup>+</sup> axon density of 5<sup>th</sup> segment and 12<sup>th</sup> segment regions in uninjured and 1 wpi fish. **i** (upper) Protocols of EdU intraperitoneal injection and observation sites to monitor regeneration of ISNs in the uninjured, 1-cut and 2-cut SCI *Tg(tph2:GFP)* line. (bottom left) The immunohistochemistry images represent a single plane of the area bounded by the red box showing EdU co-labeled with *tph2:GFP* (arrowheads), indicating regeneration of ISNs at the injury segment. (bottom right) Mean data of GFP<sup>+</sup>/EdU<sup>+</sup> cell numbers in the injury segment or distal segments of 1-cut and 2-cut animals and corresponding segments in uninjured fish. **j** Immunohistochemistry images (left) and quantification (right) of co-labeled mCherry<sup>+</sup> neurons with anti-serotonin in the uninjured *Tg(tph2:Gal4;UAS:nfsB-mCherry)* line. **k** Quantification of mCherry<sup>+</sup> ISNs numbers in the region of 500  $\mu$ m covering the injury site; free-swimming speed; maximum swimming speed; retrogradely labeled axon-regrown interneuron numbers and regrown axon density after SCI with/without MTZ treatment in *Tg(tph2:Gal4;UAS:mCherry)* fish. Images of a, d, e, f represent results from over ten independent experiments. All data are presented as mean  $\pm$  SD. \*, P < 0.05, \*\*, P < 0.01, \*\*\*, P < 0.001, \*\*\*\*, P < 0.0001, significant difference. For detailed statistics, see Supplementary Table 1.

potential, firing threshold and input resistance of GFP<sup>+</sup> ISNs in the injury segment. **d** Reconstruction of morphology of three typical ISNs labelled by intracellular injection of neurobiotin. **e-f** (left) Images showing typical maximal intracellular Ca<sup>2+</sup> increases (bottom) from the resting level (top) and (right) Ca<sup>2+</sup> changes over time in the outlined GCaMP6<sup>+</sup> ISNs soma (**e**) and axon varicosities (**f**) of the injury segment of *Tg(tph2:Gal4;UAS:GCaMP6)* line at 4 wpi. **g** (left) Heatmaps showing Ca<sup>2+</sup> oscillation during 3 min of GCaMP6<sup>+</sup> ISNs soma and terminals in the uninjured fish. (right upper) Quantification of Ca<sup>2+</sup> oscillation amplitude and frequency of GCaMP6<sup>+</sup> ISNs soma and terminal in the uninjured fish. (right bottom) Comparison of Ca<sup>2+</sup> oscillation amplitude and frequency among the injury segment, distal segments and uninjured control. **h-i** Immunohistochemistry images show the staining of anti-Glutamate (**h**) or anti-GABA (**i**) using *Tg(tph2:GFP)* line at 4 wpi. Expanded images represent a single plane of the area bounded by the yellow boxes showing co-labeled cells. **j** Graph shows the percentage of *tph2:GFP*<sup>+</sup> neurons co-staining for glutamate, GABA and ChAT in the injury segment. **k** Immunohistochemistry images of *Tg(tph2:GFP)* fish spinal cord retrogradely labeled with RD at 4 wpi showing that regenerated ISNs are in close apposition to re-growing axons. **l** (top) Immunohistochemistry images show a single retrogradely labeled axon-regrown spinal interneuron reconstructed by intracellular injection of neurobiotin in the injury segment of *Tg(tph2:GFP)* line at 4 wpi. (bottom) Enlarged yellow boxes highlight the co-localization of re-growing axon of spinal interneurons and GFP<sup>+</sup> ISNs terminals. **m** Illustration of cross-sectioning positions (upper) and images (lower) show *in situ* hybridization (ISH) for *her6*, *neurog1* and *pnocb* in GFP<sup>+</sup> ISNs in the injury and distal spinal segments in *Tg(tph2:GFP)* line, representing results from three independent experiments. Sections were co-stained using anti-GFP antibody. Images of e, f, h, i, k, l represent results from over ten independent experiments. All data are presented as mean ± SD. \*, P <0.05, \*\*, P <0.01, \*\*\*, P <0.001, \*\*\*\*, P <0.0001, significant difference. For detailed statistics, see Supplementary Table 1.

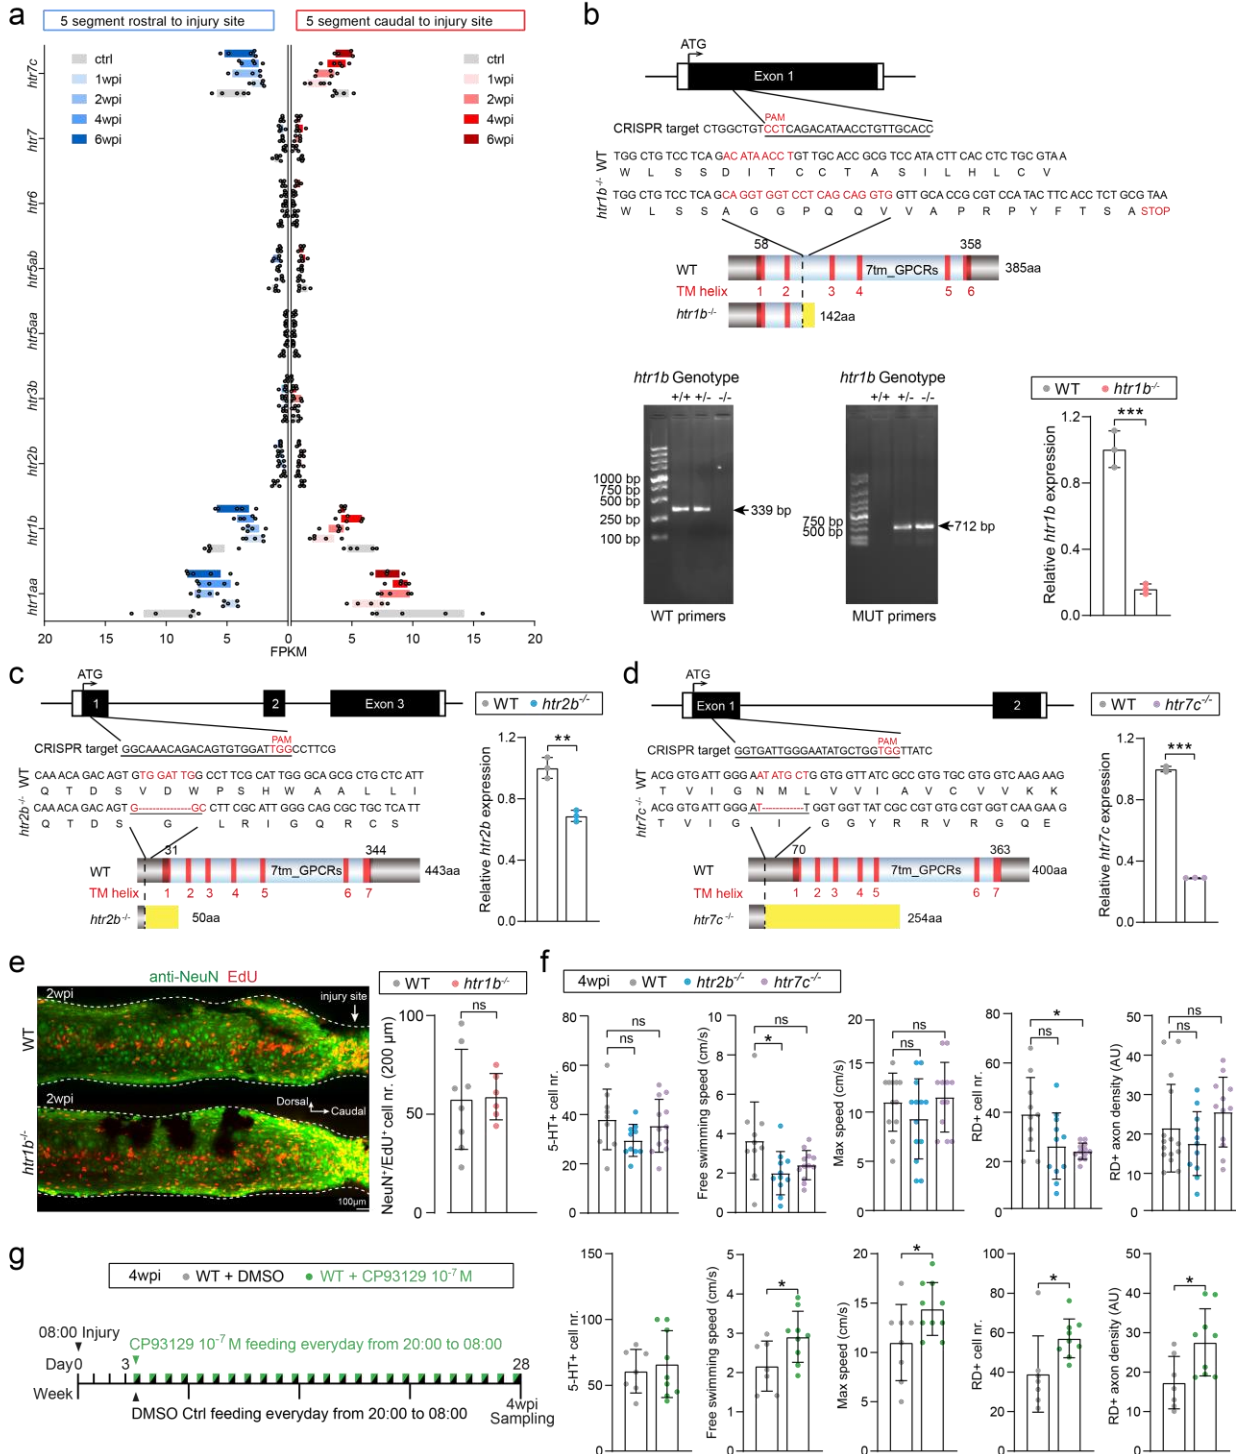

69

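A mean FPKM over the libraries of a group is as precise as the spread between these libraries and the fragments behind it allow. For a gene of the median length, 1826 bp, 1 FPKM corresponded to between 10.8 fragments (rostral 1 wpi replicate 1) and 74.2 fragments (caudal 4 wpi replicate 3). Between replicates, the median coefficient of variation was from 48.3% to 63.3% across the 10 groups for genes with a mean of 0.1 to 1 FPKM, where counting error alone gives 27.3% to 34.8%. It was from 23.5% to 30.0% for genes of 1 to 10 FPKM, where counting error alone gives 8.0% to 10.0%, and from 18.8% to 26.7% for genes of 10 to 100 FPKM, where counting error alone gives 3.4% to 4.3%. In each of these ranges the spread between replicates was larger than the counting error.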

**Supplementary Fig. 3. a** Mean FPKM values of differentially expressed 5-HT receptor genes in the rostral and caudal five spinal segments after SCI compared to those in uninjured fish (n=3 fish in each group, N = 4-5 libraries of pooled samples). **b** Generation of *htr1b* mutant. Top panel shows the Htr1b protein containing a 7tm\_GPCRs domain (385 aa), and the truncated short peptide of *htr1b* mutant (142 aa). The CRISPR target site containing a PAM sequence is indicated; mutated

nucleotides and amino acids are shown in red. Lower left panel shows typical genotyping blots of wild-type, *htr1b* heterozygous (*htr1b*<sup>+/-</sup>), and homozygous mutant (*htr1b*<sup>-/-</sup>) animals. Specific primer sets containing WT or MUT sequences were used for specific detection of the wild-type (335 bp) and mutant (712 bp) alleles. Lower right panel shows decreased *htr1b* expression in *htr1b*<sup>-/-</sup> animals compared to wild-type controls. Relative expression was normalized to *gapdh* levels. **c** Generation of *htr2b* mutant. (left) The Htr2b protein containing a 7tm\_GPCRs domain (443 aa), and the truncated short peptide of *htr1b* mutant (50 aa). CRISPR target site containing a PAM sequence is indicated; mutated nucleotides and amino acids are shown in red. (right) QRT-PCR shows decreased *htr2b* expression in *htr2b*<sup>-/-</sup> animals compared to wild-type controls. Relative expression was normalized to *gapdh* levels. **d** Generation of *htr7c* mutant. (left) The Htr7c protein containing a 7tm\_GPCRs domain (400 aa), and the truncated short peptide of *htr7c* mutant (254 aa). CRISPR target site containing a PAM sequence is indicated; mutated nucleotides and amino acids are shown in red. (right) QRT-PCR shows decreased *htr7c* expression in *htr7c*<sup>-/-</sup> animals compared to wild-type controls. Relative expression was normalized to *gapdh* levels. **e** (Left) Immunohistochemistry images show regenerated neurons (co-labeled by EdU and anti-NeuN) in the spinal cord of WT and *htr1b*<sup>-/-</sup> animals at 2wpi. (Right) Mean numbers of regenerated neurons in WT and *htr1b*<sup>-/-</sup> animals at 2wpi were not significantly different. **f** Mean data for WT (grey), *htr2b*<sup>-/-</sup> (blue) and *htr7c*<sup>-/-</sup> (purple) SCI fish ISNs numbers in a 500 µm region covering injury site; free swimming speed; maximum speed; axon-regrown spinal interneuron numbers and regrown axon density at 4 wpi. **g** (left) Protocol for administration of the 5-HT<sub>1B</sub> agonist CP93129 dihydrochloride and sampling after SCI in wild-type animals. (right) Quantification of ISNs numbers in a 500 µm region covering the injury site; free swimming speed; maximum speed; axon-regrown spinal interneuron numbers; regrown axon density in SCI fish treated with DMSO (grey dots) and CP93129 (green dots). All data are presented as mean ± SD. \*, P <0.05, \*\*, P <0.01, \*\*\*, P <0.001, \*\*\*\*, P <0.0001, significant difference. For detailed statistics, see Supplementary Table 1.

112 **Supplementary Table 1. Detailed statistics**

# Supplementary material for: An injury-induced serotonergic neuron subpopulation contributes to axon regrowth and function restoration after spinal cord injury in zebrafish
**Source:** Nat Commun. 2021 Dec 7;12:7093. doi: 10.1038/s41467-021-27419-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Title: Supplementary Video 1

Description: Free swimming recordings of wild-type uninjured, wild-type 2 wpi and htr1b-/- 2 wpi zebrafish. The drawings at the bottom-left of each dish in the video indicate the head angle and tail angle. Straight red lines represent the body positions without any movement. Green dots represent the body binding points when the maximum body curvatures were observed. α represent head binding angle. β represent tail binding angle. For the uninjured animal, head binding angle is smaller than the tail angle; for the wild-type 2 wpi animal, head binding angle is similar to the tail angle; for the htr1b-/- 2 wpi animal, head binding angle is larger than the tail angle.

# Supplementary material for: An injury-induced serotonergic neuron subpopulation contributes to axon regrowth and function restoration after spinal cord injury in zebrafish
**Source:** Nat Commun. 2021 Dec 7;12:7093. doi: 10.1038/s41467-021-27419-w
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                                       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection pClamp v10, SciScan 1.2 software, CoreView software v2.1, Summit v6.3

Data analysis Prism v8.0, Fiji v1.53c, Matlab R2018a v9.4, Zebrazoom v1.17, Clampfit v10.6

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All relevant data supporting this study are available from the corresponding authors upon reasonable request. Raw and processed RNA-seq data generated in this study are deposited into the GEO database with accession number GSE182911 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182911>]. Source data are provided with this paper.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample-size is estimated base on 3R principles, how large a difference, how much variability, “p” value and the confidence intervals. We used online spreadsheet (Lamorte’s Power Calculations) to estimate the sample size. |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                     |
| Replication     | At least three measures were taken to verify the reproducibility of the experimental findings. All attempts at replication were successful.                                                                                  |
| Randomization   | All samples were randomly allocated into experimental groups.                                                                                                                                                                |
| Blinding        | The investigators were blinded to group allocation during data collection and analysis.                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <ol style="list-style-type: none"> <li>Anti-GFP antibody [9F9.F9], Supplier Name: Abcam, Cat#: ab1218, Clone ID: 9F9.F9, lot#: GR213436-49, 1:2000</li> <li>Anti-GFP antibody, Supplier Name: Abcam, Cat#: ab290, lot#: GR3251545-1, 1:1000</li> <li>Rabbit Anti-Serotonin Antibody, Unconjugated, Supplier Name: Sigma-Aldrich, Cat#: S5545, lot#: 087M4758V 1:3000</li> <li>Anti-Digoxigenin-AP Fab fragments antibody Sigma-Aldrich Cat# 11093274910, lot#: 32871920, 1:3000</li> <li>NeuN antibody, Supplier Name: Proteintech, Cat#: 26975-1-AP, lot#: 00050791, 1:200</li> <li>Anti-Choline Acetyltransferase antibody, Supplier Name: Millipore, Cat# AB144P, lot#: 3475626, 1:100</li> <li>Anti-GABA antibody produced in rabbit, Supplier Name: Sigma-Aldrich, Cat# A2052, lot#: 047M4852V, 1:1000</li> <li>Anti-Glutamate antibody produced in rabbit, Supplier Name: Sigma-Aldrich, Cat# G6642, lot#: 108M4860V, 1:2000</li> <li>Donkey Anti-Mouse IgG (H+L) Polyclonal Antibody, Alexa Fluor 647 Conjugated, Supplier Name: Invitrogen, Cat#: A-31571, lot#: 1900251, 1:500</li> <li>Alexa Fluor 488-AffiniPure Donkey Anti-Mouse IgG (H+L) antibody, Supplier Name: Jackson ImmunoResearch Labs, Cat#: 715-545-150, lot#: 138609, 1:200</li> <li>Alexa Fluor 488-AffiniPure Donkey Anti-Rabbit IgG (H+L) antibody, Supplier Name: Jackson ImmunoResearch Labs, Cat#: 711-545-152, lot#: 144917, 1:200</li> <li>DyLight 405-AffiniPure Goat Anti-Rabbit IgG (H+L) antibody, Supplier Name: Jackson ImmunoResearch Labs, Cat#: 111-475-003, lot#: 135289, 1:200</li> </ol> |
| Validation      | <ol style="list-style-type: none"> <li>Anti-GFP antibody [9F9.F9] (Cat#:ab1218); species: species independent; application: WB, IHC-Fr, Sandwich ELISA, ICC/IF; manufacturer's website: <a href="https://www.abcam.cn/gfp-antibody-9f9f9-ab1218.html">https://www.abcam.cn/gfp-antibody-9f9f9-ab1218.html</a></li> <li>Anti-GFP antibody (Cat#:ab290); species: species independent; application: ELISA, IHC-FrFI, Electron Microscopy, HHC-FoFr, ICC, IHC-P, IHC-Fr, IP, WB; manufacturer's website: <a href="https://www.abcam.cn/gfp-antibody-ab290.html">https://www.abcam.cn/gfp-antibody-ab290.html</a></li> <li>Rabbit Anti-Serotonin Antibody (Cat#: S5545); species: human, rat; application: immunohistochemistry (formalin-fixed, paraffin-</li> </ol>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |

embedded sections), immunohistochemistry (frozen sections); manufacturer's website: <https://www.sigmaaldrich.com/catalog/product/sigma/s5545?lang=zh&region=CN>

4. Anti-Digoxigenin-AP Fab fragments antibody (Cat# 11093274910); application: cDNA array, Colony/plaque hybridization, Dot blot, ELISA, Gel shift assay, Immunohistochemistry, In situ hybridization, Nonradioactive DNA sequencing blot, Northern blot, RNase protection assay, Southern blot, Western blot, Fluorescent in situ hybridization, Section in situ hybridization and whole mount in situ hybridization, Electrophoretic mobility shift assay; manufacturer's website: <https://www.sigmaaldrich.cn/CN/en/product/roche/11093274910?context=product>

5. NeuN antibody (Cat#: 26975-1-AP); species: Human, Mouse, Rat, Pig; application: WB, IHC, IF; manufacturer's website: <https://www.ptglab.com/products/NeuN-Antibody-26975-1-AP.htm>

6. Anti-Choline Acetyltransferase antibody (Cat# AB144P); species: guinea pig, mouse, opossum, zebrafish (THE JOURNAL OF COMPARATIVE NEUROLOGY 474:75–107 (2004).), avian, rat, chicken, monkey, human; application: immunocytochemistry, western blot; manufacturer's website: <https://www.sigmaaldrich.cn/CN/zh/product/mm/ab144p?context=product>

7. Anti-GABA antibody produced in rabbit (Cat# A2052); species: wide range, rat, Drosophila; application: immunocytochemistry, dot blot; manufacturer's website: <https://www.sigmaaldrich.cn/CN/zh/product/sigma/a2052?context=product>

8. Anti-Glutamate antibody produced in rabbit (Cat# G6642); species: wide range; application: dot blot: 1:15,000; manufacturer's website: <https://www.sigmaaldrich.cn/CN/zh/product/sigma/g6642?context=product>

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Young adult zebrafish of both gender between six to eight weeks old of 1.5-2.0 cm in length were used.

1. Wild-type zebrafish AB line;
2. Tg(tph2:GFP)
3. Tg(tph2:Gal4)
4. Tg(UAS:GCaMP6)
5. Tg(UAS:nfsB-mcherry)
6. Tg(vglut2a:Gal4;UAS:GFP)
7. Tg(glyt2:GFP)
8. Tg(UAS:mcherry)

### Wild animals

The study did not involve wild animals.

### Field-collected samples

The study did not involve samples collected from the field.

### Ethics oversight

All the experimental protocols were approved by the Animal Use Committee of Tongji University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Spinal cord tissue were dissected out from the fish, and digested using the Papain kit (Worthington Biochemical, 10U/ml in DMEM, osmolality of 285 mOsm) on a mechanical shaker at 37°C, 300 rpm for 15 min and terminated by adding DMEM. Then the tissues were further dissociated by gentle pipetting up and down for 5 min. The resulting cell solution was filtered with a 40 µm cell strainer (BD Falcon) and Draq5 (Thermo Scientific) was added to check the viability. Subsequently, fluorescence activated cell sorting (FACS) was performed using the Beckman Coulter Moflo Astrios Cell Sorter (Beckman Coulter). The isolated cells were collected into PBS.

#### Instrument

Beckman Coulter Moflo Astrios Cell Sorter (Beckman Coulter)

#### Software

Summit V6.3.1

#### Cell population abundance

Transgenic lines with target cells labeled by GFP were used for fluorescence activated cell sorting. Draq5 (Thermo Scientific) was added to check the viability. Live cells showing strong fluorescence signal was sorted out, which account for about 1% within the whole population including fractions. To guarantee the purity of the samples, the instrument was adjusted to gain high sensitivity with CV value being less than 3. Meanwhile, the purity model was chosen for sorting with the grading being 1.0.

#### Gating strategy

We first set the gates for starting cell population according to the FSC and SSC characteristics which was assigned as region 1. After that, we eliminate cell adhesion according to the FSC which was assigned as region2. Then the gate for live cells were set according to the detection of Draq5 labeling, which was assigned as region 3. At last, GFP+/DR- and GFP+/DR+ cell populations were isolated according to the fluorescence signal.

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

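RNA-seq of spinal cord tissue was analysed in 49 libraries of 10 groups, rostral and caudal segments of uninjured fish and of fish at 1, 2, 4, and 6 weeks post injury. Libraries were assigned to groups and replicate numbers from the sample labels and the legend of Fig. 4a. The sorted neurons were not analysed here.

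The authors deposited FPKM values per gene and library. For the tissue, the paper states the RNA extraction, Illumina sequencing and DESeq2 with Benjamini-Hochberg adjustment, and its text does not name an aligner, a counting tool, a genome build or an annotation. The authors also deposited gene lengths, and the fragments recovered from FPKM and length were whole in 100% of the values, ranging from 4359571 to 26940599 per library. The number of fragments limits precision as described at Supplementary Fig. 3a. Counting error covers sampling of fragments only, since PCR copies are not independent molecules.

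From the FPKM values, log2(FPKM + 0.1) was computed for genes with a mean FPKM of at least 0.1 in the libraries compared, and groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend, two-sided, Benjamini-Hochberg adjustment, threshold 0.05). A count test was not the main test because the deposited values are FPKM. The recovered fragments would have allowed one, and only voom was run on them. Each week was compared with control within each region, 6 wpi with 1 wpi, uninjured rostral with caudal segments, and the change at each week between regions with an interaction term. In the latter, the block took rostral and caudal libraries of the same number and time point as 1 pool of fish, which the paper does not state. Replicate numbers come from the labels, and same-numbered libraries of different time points are different fish.

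The fit was tested on simulated data drawn from the means and depths of these libraries, with 200 genes drawn to change by 2 on the log2 scale. In a comparison of 5 with 5 libraries it recovered 142 of the 199 changed genes that were tested, in a run on 28008 genes, with 9 false calls among 151. With a simulated replicate effect it recovered 67 of 199 without the block and 113 of 199 with it, on 28195 genes. The interaction term recovered 117 of 200, on 28140 genes, with 10 false calls among 127. This run had no effect shared by a pool and was fitted without the block. The real libraries of a pool had a mean correlation of deviations of 0.64, so the run does not show how the term performs on them. The interaction term with the block was not simulated.

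Before the data were examined, the alternatives set were pseudocounts of 1 and 0.01, no filter and a mean FPKM of at least 1, median ratio rescaling, quantile normalization, all groups in one fit, eBayes with no trend, the replicate block and leaving out each library in turn. Added after seeing the data were voom on the recovered fragments, replicates 1 to 3 only, and replicates 4 and 5 only. Genes to name were to be those of the paper and the 3 with the largest increase and decrease per comparison whose groups do not overlap. Because the files do not pair identifiers with names, the genes of the paper are not reported here, and the 4 identifiers given are those in the most lists of that rule, ties broken by the size of the change.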

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

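The tests in this part were chosen after the counts and values that they bear on were seen, and for the 2 outlying libraries after the other groups were seen as well. The comparisons of counts after thinning and without a pool were chosen after their own results were seen. Of 50 combinations of 5 library measures and 10 groups, 2 held a library far from the others, where chance gives 2.5.

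Mitochondrial genes took 11.2% of the fragments of caudal 1 wpi replicate 2 against 15.4% to 16.8% in the other 4 libraries of the group. The library numbered 2 was also the lowest in 6 of the 9 other groups, so this value cannot be told apart from a property of the libraries numbered 2. In caudal 6 wpi replicate 5, 3.22% of fragments lay on loci without an Ensembl identifier against 4.46% to 4.53% in the other 3 libraries. The library numbered 5 was the lowest in 2 of the 9 other groups, but replicates 4 and 5 were both below replicates 1 to 3 in 9 of these 9 groups. Caudal 6 wpi replicate 5 is the only library of that set in its group, so its value cannot be told apart from a property of replicates 4 and 5. No biological explanation was tested.

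Whether the change after injury differs between rostral and caudal segments was tested with an interaction term. With the rostral and caudal libraries of a pool as a block, 3 genes differed at 1 wpi, 102 at 2 wpi, 137 at 4 wpi and 0 at 6 wpi (1993 at an unadjusted p under 0.05). Same-numbered rostral and caudal libraries of a time point had a mean correlation of deviations of 0.64. Without the block, 0 genes differed at each of the 4 weeks, with 391, 647, 798 and 575 genes at an unadjusted p under 0.05, fewer than the 1414 to 1421 that chance gives. The identifiers of the 3 genes at 1 wpi are not paired with names and are not given, and 4 of 100 swaps of region labels within pools gave as many.

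At 2 wpi, 95.1% of the 102 genes had a lower change in caudal segments. Of 100 swaps of region labels within pools, the real one included, 2 gave as many genes. The other exchanged the regions in 4 of the 5 control pools and gave 1126 genes, far more than the real 102. The scaling that moved the count most left 79 genes. After every library was thinned to the shallowest, 94.9% of the 78 genes called were lower in caudal segments. With each pool left out, from 56 to 85 genes were called, at least 94.1% of them lower. A larger injury response in rostral segments was tested with a score, the mean log2 value of 1336 genes that rose minus that of 670 that fell in both regions at 1 wpi. Caudal minus rostral, the score was -0.21 ± 0.43 (SD, 5 pools) at 2 wpi and 0.12 ± 0.16 in control (lower in caudal in 3 of 5 and 1 of 5 pools), which did not differ (exact permutation p = 0.151, two-sided; Benjamini-Hochberg adjusted 0.201 over 4 weeks). Nearly all calls were lower in caudal segments in every fit, so these shares decide nothing, and the counts were compared instead. Thinning left 78 genes, within 1.5 times of 102, so depth does not account for the count. It fell beyond 1.5 times in 5 of 10 fits without a pool, so no single pool stands out, though these fits also have fewer libraries. The score gives no biological explanation.

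At 4 wpi, 94.9% of the 137 genes had a lower change in caudal segments, and 2 of 100 swaps gave as many, the other again with 4 control pools exchanged and 172 genes. Quantile normalization left 90 genes, a fall beyond 1.5 times, so that part of the count cannot be told apart from the scaling. After thinning, 91.2% of 80 genes were lower in caudal segments, and with each pool left out from 29 to 111 genes were called, at least 91.8% of them lower. The fall to 80 genes after thinning is also beyond 1.5 times, so the count cannot be told apart from depth either. It fell that far in 9 of 10 fits without a pool, so no single pool stands out, though these fits also have fewer libraries. The score difference was -0.44 ± 0.2 (SD, 5 pools), lower in caudal in 5 of 5 pools (exact permutation p = 0.00794, the smallest that 5 against 5 pools can give; adjusted 0.0318). Replicates 1 to 3 and replicates 4 and 5 hold too few pools for this test within each set. In the score a scaling common to all genes of a library cancels, and quantile normalization and thinning left the difference at -0.44 (exact permutation p = 0.00794 in both), so these 2 checks say little beyond the score itself. Without any one pool the exact permutation p was at most 0.0159. As a hypothesis, the response may have been larger in rostral than in caudal segments at 4 wpi. The genes of the score were chosen for being called in both regions at 1 wpi, so it cannot show whether the regions differed at that week.

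Loci without an Ensembl identifier, which the paper does not discuss, numbered 8184 of the 40085. In rostral segments 477, 805, 282 and 214 of them differed from control at 1, 2, 4 and 6 wpi, and in caudal segments 698, 315, 48 and 22. The share called was lower than among Ensembl genes in each comparison, for example 12.7% against 15.9% at rostral 2 wpi. Fragments of a neighbouring gene are a candidate source. The nearest Ensembl gene within 5 kb was called in the same direction more often beside called loci than beside other loci, by a median factor of 11.7 over the 8 comparisons (45.8% against 7.1% at rostral 2 wpi). Loci that were not called have no direction, so their share was weighted by the directions of the called loci. Caudal 4 and 6 wpi rest on 8 and 6 called loci with a neighbour, and without these 2 comparisons the median factor was 8.25. Fragments of a neighbouring gene could therefore account for part of these calls, and shared regulation of neighbours was not tested apart from it. Strand and the side of the neighbour were not used, so transcription beyond an annotated end was not tested.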

How the results depend on the processing

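Counts within 1.5 times the reported one are taken as unchanged. Quantile normalization and a pseudocount of 0.01 left the 11 counts above 0 within this range. The 4 interaction counts without the block are 0, and the range does not test them. With the block, quantile normalization brought the interaction count at 4 wpi from 137 to 90, beyond the range, and that at 2 wpi from 102 to 79, within it. The 11 counts also stayed within it under median ratio rescaling, which shows no stability because the deposited values already carry such a scaling. The balance of directions was less stable. At caudal 6 wpi, with 98 higher and 33 lower genes, there were 46 and 46 without caudal 6 wpi replicate 5, and 99 and 87 with replicates 1 to 3 only, so the excess of higher genes there is not seen without that library. At rostral 2 wpi, with 2527 higher and 1722 lower, quantile normalization gave 2265 and 2159.

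With all groups in one fit, the counts against control rose to 5237, 2958 and 2740 in rostral segments at 1, 4 and 6 wpi and to 6201, 3173, 1261 and 946 in caudal segments at 1, 2, 4 and 6 wpi. Those between 6 and 1 wpi rose to 1402 (rostral) and 2970 (caudal), that between uninjured regions to 14, and the interaction called 1 gene at 2 wpi and 3 at 6 wpi. With eBayes with no trend, 284 genes differed between rostral 6 and 1 wpi and 3 between uninjured regions. With no filter, 85 genes differed at caudal 6 wpi. The interaction at 2 wpi called 8 genes with a pseudocount of 1, 3 with a mean FPKM of at least 1, and 3 with voom, and at 4 wpi it called 3 with a pseudocount of 1. In uninjured segments, the 6 genes called were higher in caudal segments, while median ratio rescaling gave 6 higher and 1 lower and quantile normalization 6 higher and 2 lower. The replicate block gave 12 higher and 5 lower, so a single direction is seen only in some fits. For each of these the cause was not tested. Voom on the recovered fragments, chosen after seeing the data, called from 168 genes (caudal 6 wpi) to 4470 genes (rostral 2 wpi) against control.

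With the replicate block, the counts moved to 2019 (rostral 6 wpi), 1186 and 1864 (6 against 1 wpi, rostral and caudal), 17 (uninjured regions), and 3, 102 and 137 (interaction at 1, 2 and 4 wpi). With replicates 1 to 3 only, which has fewer libraries, the counts against control were 809, 1531, 869 and 173 in rostral segments and 680, 665 and 77 in caudal segments at 1, 2 and 4 wpi. With replicates 4 and 5 only they were 458, 31 and 650 in rostral segments at 2, 4 and 6 wpi, and 1215, 1 and 0 in caudal segments at 1, 2 and 4 wpi (2382 at an unadjusted p under 0.05 for the 0). Caudal 6 wpi was not run with replicates 4 and 5, where it has 1 library.

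Across the fits that each left out one library, the counts against control ranged from 1725 to 2519, 2656 to 4683, 1143 to 2001 and 557 to 1382 in rostral segments and from 2182 to 4148, 919 to 2580, 179 to 776 and 50 to 299 in caudal segments, at 1, 2, 4 and 6 wpi. They ranged from 149 to 338 (rostral) and 312 to 1598 (caudal) between 6 and 1 wpi, from 3 to 9 between uninjured regions, and for the interaction from 0 to 0, 0 to 4, 0 to 4 and 0 to 2 at 1, 2, 4 and 6 wpi. Against control, each highest caudal count was that without caudal control replicate 5, and exceeded the count with every library. At rostral 2 and 4 wpi the highest count was that without rostral control replicate 5. At rostral 1 and 6 wpi it was that without an injured library. In its own comparison, each of the 4 identifiers named kept its direction and a limma adjusted p-value under 0.05 without any 1 library. The same held under each of 10 settings. The identifiers were chosen because their groups do not overlap, so the direction without a library was certain in advance.

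Splits of the same libraries that part every same-numbered pair were compared with the real one. For the 8 comparisons with control, both comparisons of 6 with 1 wpi and the comparison of uninjured regions, 1 of 16 splits, the real one, gave as many genes, and 16 splits cannot show a share under 0.05. For the interaction, which called 0 genes, 100 of 100 swaps of region labels gave as many at each of the 4 weeks, which was certain in advance and tests nothing. Splits that need not part the pairs were also drawn, 100 of the 126 possible. For the comparisons with control other than caudal 6 wpi, 1 of 100, the real one, again gave as many genes. With the real one included, 3 of 100 gave as many for rostral 6 against 1 wpi, 2 for caudal and 10 for uninjured regions. A split that set replicates 1 and 2 mostly apart from 4 and 5 gave 2368 genes for rostral 6 against 1 wpi and 3949 for caudal. These exceed the real 452 and 1216, and such a split gave 2935 genes in uninjured segments. For caudal 6 wpi against control, 2 of 100 splits gave as many genes, and the other, which set control replicate 5 with the 4 libraries of 6 wpi, gave 169 against the real 131. Each group holds every set of numbers, apart from replicate 4 of caudal 6 wpi, so the block separates number from time point.

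Rostral 1 wpi replicate 1, with 4359571 fragments, has 10.8 fragments per FPKM at the median gene length, which limits its low values. The count test planned for a table of counts was not run, since the deposited values are FPKM, though the recovered fragments would have allowed it. The results planned for named genes were not run because identifiers are not paired with names. These are htr1b, htr2b and htr7c in each comparison and relative to neuronal markers, the count of Fig. 4b genes and the difference of hox genes between regions.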

Other observations

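The patterns in this part were noticed in the data before their tests were chosen, and the tests of depth and mitochondrial share for the replicate numbers and of library number, replicates 1 to 3 and the interaction at 6 wpi were chosen after their own results were seen.

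Replicates 4 and 5 resembled each other within groups. Deviations from the group means had a mean correlation of 0.255 among replicates 4 and 5 of different numbers and groups, of 0.002 among replicates 1 to 3, and of -0.176 between replicates 1 to 3 and replicates 4 and 5. Deviations from a group mean lean to negative correlation by construction, and all pairs of different numbers and groups had a mean of -0.08. The 0.002 lies above this mean, so whether replicates 1 to 3 form a set of their own is not decided. Replicates 4 and 5 had more fragments (median 22556921 against 14077227; permutation p = 2e-05 within groups) and a larger mitochondrial share (median 22.7% against 16.8%; permutation p = 0.00105). After thinning to equal depth the correlation within replicates 4 and 5 was 0.205, so depth alone does not account for this resemblance. Across genes, which are not independent replicates, the difference between both sets followed gene length with a median Spearman rho of -0.237 over the groups (from -0.314 to -0.136), negative in each of the 10 groups but short of the 0.3 set for this explanation. The resemblance cannot be told apart from what changed the mitochondrial share, and no biological explanation was tested.

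Fewer genes differed from control at 6 wpi than at 1 wpi in both regions. Genes were chosen at 1 wpi in replicates 1 to 3 and followed in replicates 4 and 5. In rostral segments, the median change of 809 genes in the direction first seen was 1.54 on the log2 scale at 1 wpi, 1.13 at 2 wpi, 0.98 at 4 wpi and 1.09 at 6 wpi, a fall under the 1.5 times set in advance. In caudal segments, that of 680 genes was 1.70, 1.26, 0.76 and 1.04, the last from 1 library, a fall beyond it. The values at 1 wpi come from libraries that took no part in choosing the genes, so regression to the mean does not inflate them. Each value rests on at most 2 libraries, however. The genes were chosen for their change at 1 wpi, and no set chosen at 6 wpi was followed. A smaller change at later weeks is therefore partly built in, and these values cannot show whether the response of all genes shrank. At 6 wpi, 91.8% of the 809 rostral genes and, in 1 library, 88.7% of the 680 caudal genes were still on the side of control seen at 1 wpi. The direct comparison of 6 with 1 wpi in rostral segments called 452 genes, 301 of them lower at 6 wpi. The spread between libraries was not larger at 6 than at 1 wpi (ratio of the median SD 0.9 in rostral and 0.95 in caudal segments).

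At 6 wpi, 1207 genes differed from control in rostral segments and 131 in caudal segments. Without rostral 6 wpi replicate 4 the rostral count was 623, so the number of libraries alone does not account for the difference. With replicates 1 to 3 only, it was absent, with 173 genes in rostral and 186 in caudal segments. The difference is thus not seen without replicates 4 and 5, though this fit also has fewer libraries, and it cannot be told apart from these replicates. The residual spread of the caudal fit was 1.03 times that of the rostral one. A test of the difference itself called 0 genes with the block (1993 at an unadjusted p under 0.05). Without the block it also called 0 genes, but 3 with all groups in one fit and at most 2 with a library left out. Outside these settings, the regions are thus not shown to differ at single genes. The score of genes that changed in both regions at 1 wpi was -0.34 ± 0.33 (SD, 4 pools) caudal minus rostral at 6 wpi, lower in caudal in 3 of 4 pools (exact permutation p = 0.0397; adjusted 0.0794).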
